# Neural crest-specific deletion of *Rbfox2* in mice leads to craniofacial abnormalities including cleft palate

**DOI:** 10.7554/eLife.45418

**Published:** 2019-06-26

**Authors:** Dasan Mary Cibi, Masum M Mia, Shamini Guna Shekeran, Lim Sze Yun, Reddemma Sandireddy, Priyanka Gupta, Monalisa Hota, Lei Sun, Sujoy Ghosh, Manvendra K Singh

**Keywords:** alternative splicing, neural crest, Rbfox2, cleft palate, TGF-β signaling, Tak1, Mouse

## Abstract

Alternative splicing (AS) creates proteomic diversity from a limited size genome by generating numerous transcripts from a single protein-coding gene. Tissue-specific regulators of AS are essential components of the gene regulatory network, required for normal cellular function, tissue patterning, and embryonic development. However, their cell-autonomous function in neural crest development has not been explored. Here, we demonstrate that splicing factor Rbfox2 is expressed in the neural crest cells (NCCs), and deletion of *Rbfox2* in NCCs leads to cleft palate and defects in craniofacial bone development. RNA-Seq analysis revealed that Rbfox2 regulates splicing and expression of numerous genes essential for neural crest/craniofacial development. We demonstrate that Rbfox2-TGF-β-Tak1 signaling axis is deregulated by *Rbfox2* deletion. Furthermore, restoration of TGF-β signaling by Tak1 overexpression can rescue the proliferation defect seen in *Rbfox2* mutants. We also identified a positive *feedback loop* in which TGF-β signaling promotes expression of *Rbfox2* in NCCs.

## eLife digest

Abnormalities affecting the head and face – such as a cleft lip or palate – are among the most common of all birth defects. These tissues normally develop from cells in the embryo known as the neural crest cells, and specifically a subset of these cells called the cranial neural crest cells. Most cases of cleft lip or palate are linked back to genes that affect the biology of this group of cells.

The list of genes implicated in the impaired development of cranial neural crest cells code for proteins with a wide range of different activities. Some encode transcription factors – proteins that switch genes on or off. Others code for chromatin remodeling factors, which control how the DNA is packed inside cells. However, the role of another group of proteins – the splicing factors – remains unclear and warrants further investigation.

When a gene is switched on its genetic code is first copied into a short-lived molecule called a transcript. These transcripts are then edited to form templates to build proteins. Splicing is one way that a transcript can be edited, which involves different pieces of the transcript being cut out and the remaining pieces being pasted together to form alternative versions of the final template. Splicing factors control this process.

Cibi et al. now show that neural crest cells from mice make a splicing factor called Rbfox2 and that deleting this gene for this protein from only these cells leads to mice with a cleft palate and defects in the bones of their head and face.

Further analysis helped to identify the transcripts that are spliced by Rbfox2, and the effects that these splicing events have on gene activity in mouse tissues that develop from cranial neural crest cells. Cibi et al. went on to find a signaling pathway that was impaired in the mutant cells that lacked Rbfox2. Forcing the mutant cells to over-produce one of the proteins involved in this signaling pathway (a protein named Tak1) was enough to compensate for the some of the defects caused by a lack of Rbfox2, suggesting it acts downstream of the splicing regulator.

Lastly, Cibi et al. showed that another protein in this signaling pathway, called TGF-β, acted to increase how much Rbfox2 was made by neural crest cells. Together these findings may be relevant in human disease studies, given that altered TGF-β signaling is a common feature in many birth defects seen in humans.

## Introduction

Approximately 3–4% of infants are born with congenital diseases. Collectively, craniofacial and cardiovascular abnormalities are the most common defects, contributing to more than one-third of the congenital diseases. Proper formation of these structures involves intricate processes such as proliferation, migration, and differentiation of NCCs, as well as their interaction with neighboring cells (Martik and Bronner, 2017; Plein et al., 2015). NCCs are a transient population of migratory progenitor cells that reside in the dorsal side of the neural tube. The NCCs separate from their neighboring cells through a delamination process and migrate via different pathways throughout the body to diverse locations, differentiating into multiple cell types at their respective destinations (Martik and Bronner, 2017). NCCs can be subdivided into five axial populations: cranial, cardiac, vagal, trunk and sacral NC cells. Lineage-tracing experiments in mouse embryos have demonstrated that NCCs differentiate into a diverse array of cell types including the craniofacial skeletal elements, autonomous nervous system of the heart and GI-tract, as well as smooth muscle cells of the cardiac OFT (Chai et al., 2000; Jiang et al., 2002; Jiang et al., 2000; Lee et al., 2004; Martik and Bronner, 2017; Plein et al., 2015; Waldo et al., 1999; Yoshida et al., 2008).

Cranial NCCs migrate from anterior portions of the folded neural tube and contribute to the formation of the skull, cartilage, and connective tissue, where they populate the first and second pharyngeal arches that give rise to cranial ganglia, the maxilla, the mandible, palates and other structures of the developing head (Chai et al., 2000; Jiang et al., 2002; Martik and Bronner, 2017). In mammals, both the primary and secondary palates are morphologically visible as early as E11.5 as demonstrated by an outgrowth from the oral side of the medial nasal and maxillary processes, respectively. The primary palate is formed by fusion of the maxillary prominence with the frontonasal prominence (Bush and Jiang, 2012; Dixon et al., 2011). Secondary palates are formed from the outgrowths of neural crest-derived mesenchyme that lie on either side of the developing tongue (Bush and Jiang, 2012). Initially, palatal shelves grow vertically flanking the developing tongue, but they elevate between E13.5 and E14.5 to a horizontal position above the tongue, grow toward the midline and fuse with each other to form an intact palate (Bush and Jiang, 2012). Functional defects in NCCs result in craniofacial malformations including cleft lip and/or cleft palate. Many transcription factors, chromatin remodeling factors, non-coding RNA and signaling molecules have been implicated in impaired neural crest development that result in cardio-craniofacial syndromes (Bélanger et al., 2018; Martik and Bronner, 2017; Plein et al., 2015; Singh et al., 2013; Strobl-Mazzulla et al., 2012). However, the cell-autonomous role of splicing regulators in neural crest biology remains unclear and warrants further investigation.

AS of pre-messenger RNAs is essential for regulating gene expression and creating proteomic diversity. Changes in exon inclusion or exclusion can produce multiple mRNAs and protein isoforms with related or distinct functions. The RNA-binding fox-1 (Rbfox) homolog proteins: Rbfox1, Rbfox2, and Rbfox3 are evolutionarily conserved splicing factors that have been implicated in diverse cellular processes such as cell proliferation, cell death and epithelial-mesenchymal transition (Kuroyanagi, 2009). A conserved RNA-Recognition Motif that recognizes UGCAUG element in the introns, flanking target exons, characterizes Rbfox proteins (Jin et al., 2003). Rbfox proteins regulate splicing either positively or negatively, depending on their binding sites. They promote exon skipping or inclusion when they bind to either the upstream or downstream of the alternative exon (Jin et al., 2003; Ponthier et al., 2006). In addition to splicing, Rbfox proteins also regulate transcriptional gene networks (Fogel et al., 2012). Although all Rbfox proteins bind to the same recognition sequence, their in vivo functions are only partially redundant due to their markedly distinct expression pattern. Both *Rbfox1* (*A2BP1*) and *Rbfox2* (*RBM9*) are expressed in the neurons, heart and skeletal muscle (Gehman et al., 2012; Gehman et al., 2011; Singh et al., 2014; Wei et al., 2015). Unlike the aforementioned, *Rbfox3* (*NeuN* or *HRNBP3*) expression is more restricted to neuronal tissues (Kim et al., 2014). Several diseases have been associated with dysregulation of splicing (Garcia-Blanco et al., 2004). For example, genetic deletion of *Rbfox1* and *Rbfox2* in the nervous system increased susceptibility to seizures and impaired cerebellum development, respectively (Gehman et al., 2012; Gehman et al., 2011). Morpholino-mediated knockdown of *Rbfox1* and *Rbfox2* in zebrafish embryos impaired cardiac and skeletal muscle functions (Gallagher et al., 2011). During skeletal muscle development, Rbfox2-mediated splicing is required for myoblast fusion and differentiation (Runfola et al., 2015; Singh et al., 2014). Decreased Rbfox2 expression has been reported in response to transverse aortic constriction in the mouse heart, and cardiac-specific deletion leads to pressure overload-induced heart failure (Wei et al., 2015). Abnormal expression of Rbfox2 has also been associated with hypoplastic left heart syndrome (Verma et al., 2016). Recently, Nutter et al. (2016) demonstrated that elevated Rbfox2 protein expression in diabetic hearts affects diabetes-induced AS of cardiac-specific genes. Despite extensive studies of Rbfox2 regulation on neuronal, cardiac and skeletal muscle cells, the cell-autonomous role of Rbfox2 in the functioning of neural crest cells has not been explored.

In the present study, we demonstrate that Rbfox2 is expressed in the neural crest cells (NCCs), neural crest-derived palate shelves, dorsal root ganglia, and somites. To determine the role of Rbfox2 during embryonic development, we deleted *Rbfox2* using floxed *Rbfox2* (*Rbfox2^flox/flox^*) and *Pax3^Cre/+^* knock in mice (Engleka et al., 2005; Gehman et al., 2012). We observed that *Pax3^Cre/+^*-mediated deletion of *Rbfox2* results in neonatal lethality. *Rbfox2* mutant (*Rbfox2^Pax3-CKO^*) embryos develop a cleft palate and defects in the development of craniofacial skeleton, suggesting defective cranial neural crest development. To determine whether cleft palate and craniofacial defects were due to deletion of *Rbfox2* in the neural crest cells, we generated a neural crest-specific *Rbfox2* mutant (*Rbfox2^Wnt1-CKO^*) using *Wnt1^Cre/+^* allele (Gehman et al., 2012; Lewis et al., 2013). Similar to *Rbfox2^Pax3-CKO^* embryos, *Rbfox2^Wnt1-CKO^* mutants developed a cleft palate and craniofacial skeleton defects and died postnatally at day 1. RNA-Seq analysis revealed an essential role of Rbfox2 in regulating splicing and expression of genes required for the development of cranial neural crest-derived structures. We demonstrate that Rbfox2-TGF-β-Tak1 signaling axis is impaired in the neural crest-derived cells of the *Rbfox2* mutant embryos and restoration of Tak1 expression in cultured palatal mesenchymal cells can rescue the proliferation defect observed in *Rbfox2* mutants. We also identified a positive *feedback loop* by which TGF-β signaling components, Smad2/3/4, bind directly to the Rbfox2 promoter and regulate its expression in the neural crest cells. Together, these results reveal a highly regulated Rbfox2-dependent splicing and transcriptional program that modulates cranial neural crest development.

## Results

### Rbfox2 is expressed in NCCs during mouse embryogenesis

To determine the expression pattern of Rbfox2, we performed Rbfox2 immunostaining on transverse sections from E9.5 to E11.5 embryos at different rostrocaudal axis. At E9.5, Rbfox2 is expressed in the premigratory NCCs at the dorsal neural tube, as well as in the migratory NCCs (Figure 1A–C,F–H,K–M) throughout the rostrocaudal axis, with strong expression of Rbfox2 observed in the somites. Rbfox2 expression is gradually reduced in migratory NCCs (Figure 1K–M). Rbfox2 expression was detected in the neural crest-derived craniofacial tissues including the palate shelves but not in the cardiac tissues such as OFT (Figure 1D–E,I–J,N–O). To compare Rbfox2 expression with a known neural crest cell marker, we performed Rbfox2 and Pax3 immunostaining on transverse sections from E9.5, E10.5 and E11.5 embryos (Figure 1P–U). At E9.5, Rbfox2 expression is identical to Pax3 in NCCs, dorsal neural tube, and somites (Figure 1P and S). At E10.5, in addition to premigratory NCCs, Rbfox2 is also expressed in the dorsal root ganglia (Figure 1Q). In contrast to Pax3 expression in the dorsal neural tube, the Rbfox2 expression is more restricted to the ventral neural tube (Figure 1Q and T). At E11.5, Rbfox2 is expressed in the ventral neural tube and dorsal root ganglia (Figure 1R). However, Pax3 is more restricted to the dorsal neural tube (Figure 1U). At an early stage, Rbfox2 expression was similar to that of Pax3, which is transiently expressed in all premigratory, migratory NCCs and somites. In contrast to Pax3 expression in the dorsal neural tube, Rbfox2 expression was restricted to the ventral neural tube at later stages. These results indicate that Rbfox2 is expressed in NCCs, dorsal neural tube, palate shelves, dorsal root ganglia, and somites.

**Figure 1.**
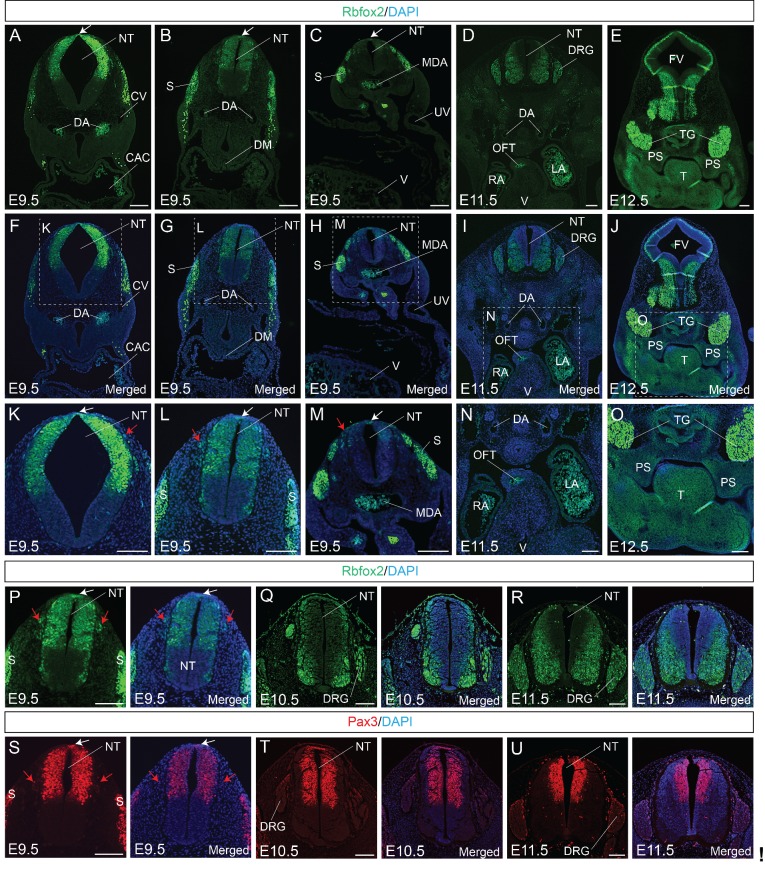
Rbfox2 is expressed in the neural crest cells during mouse embryonic development. Immunostaining for Rbfox2 was performed on E9.5, E10.5, E11.5 and E12.5 transverse sections at different rostrocaudal axis (**A–R**). Magnified view of the neural tube shows Rbfox2 expression in the pre-migratory (white arrows) and migratory (red arrows) neural crest cells (**K–M**). Rbfox2 expression in neural crest-derived tissues such as OFT and palate shelves (**D-E**, **I-J**, and **N-O**). Non-specific autofluorescence due to blood cells is observed in DA, MDA, OFT, RA and LA. Immunostaining for Rbfox2 and Pax3 was performed on adjacent sections from E9.5, E10.5, and E11.5 mouse embryos (**P–U**). Rbfox2 is expressed in the premigratory neural crest cells (white arrows) of the dorsal neural tube as well as in the migratory neural crest cells (red arrows). Nuclei were visualized by DAPI staining (blue). CAC, common atrial chamber and CV, cardinal vein; DGR, dorsal root ganglion; DM, dorsal mesocardium; DA, dorsal aorta; FV, fourth ventricle; LA, left atrium; MDA, midline dorsal aorta; NT, neural tube; OFT, outflow tract; PS, palatal shelves; RA, right atrium; S, somite; T, Tongue; TG, trigeminal ganglion; UV, umbilical vein; V, ventricle. Scale bars are 100 μm respectively.

### *Rbfox2* deletion results in severe craniofacial defects, edema, and neonatal lethality

To establish the role of Rbfox2 during embryonic development, we conditionally deleted *Rbfox2* using *Pax3^Cre/+^* knock in allele and floxed *Rbfox2* (*Rbfox2^flox/flox^*) mice (Engleka et al., 2005; Gehman et al., 2012). *Pax3^Cre/+^* knock in allele was used to delete *Rbfox2* not only in the premigratory and migratory NCCs, but also in paraxial mesoderm and somite derivatives where Rbfox2 is expressed. *Pax3^Cre/+^;Rbfox2^flox/+^* mice were fertile, born at the expected Mendelian ratio, and exhibited no gross abnormalities. However, we did not recover any mutant (*Rbfox2^Pax3-CKO^*) pups at postnatal day 10 from breeding *Pax3^Cre/+^;Rbfox2^flox/+^* and *Rbfox2^flox/flox^* mice, demonstrating that *Pax3^Cre/+^-*mediated inactivation of *Rbfox2* leads to embryonic or neonatal lethality (Figure 2—figure supplement 1A). Genotyping of embryos from series of timed point matings demonstrated that *Rbfox2^Pax3-CKO^* embryos are present at the expected Mendelian ratios at all embryonic time points analyzed (E10.5-E18.5) (Figure 2—figure supplement 1A). However, pups monitoring after birth revealed that mutant pups that are characterized by a shortened body axis and abnormal craniofacial features die at postnatal day one (P1) (Figure 2—figure supplement 1B and G). Our morphological and histological analyses demonstrate that *Rbfox2^Pax3-CKO^* embryos develop cleft palate and severe subcutaneous edema, which are present in mid- and late-gestation (Figure 2—figure supplement 1C–F,H–K). Irregular breathing and hardly inflated lungs in *Rbfox2^Pax3-CKO^* pups support the notion that the neonatal lethality is caused by respiratory failure (Figure 2—figure supplement 1L–O).

### Loss of *Rbfox2* in NCCs results in cleft palate

In *Rbfox2^Pax3-CKO^* embryos, development of primary palates is not affected. However, all of *the Rbfox2^Pax3-CKO^* pups died neonatally, exhibiting a secondary cleft palate defect. To determine when the cleft palate defects were first evident, we examined *Rbfox2^Pax3-CKO^* embryos at progressively earlier stages by analyzing their morphological and histological data (Figure 2A–L). At E12.5, the palatal shelves in both control and *Rbfox2^Pax3-CKO^* embryos were initiated normally, growing vertically flanking the developing tongue (Figure 2A–B,G–H). No obvious morphological or histological differences were observed at this embryonic stage. At E15.5 and E18.5, the control palatal shelves were elevated above the tongue to a horizontal position and met each other at the midline along the anterior-posterior axis (Figure 2C–F). However, in *Rbfox2^Pax3-CKO^* embryos, palatal shelves were elevated above the tongue to a horizontal position, but they completely failed to fuse at the midline throughout the anterior-posterior axis (Figure 2I–L). Since *Pax3^Cre^* is expressed in both the neural crest and mesodermal derivatives, it was not clear if the cleft palate defects were due to *Rbfox2* deletion in the neural crest cells. To determine the neural crest-specific requirement of *Rbfox2*, we generated neural crest-specific *Rbfox2* mutant (*Rbfox2^Wnt1-CKO^*) embryos using *Wnt1^Cre^*^/+^ mice (Gehman et al., 2012; Lewis et al., 2013). Similar to *Rbfox2^Pax3-CKO^*, *Rbfox2^Wnt1-CKO^* mice were born at the expected Mendelian ratio but died at P1 (Figure 2—figure supplement 1P–R). To determine the craniofacial defects, we analyzed *Rbfox2^Wnt1-CKO^* palates at different time points. Similar to *Rbfox2^Pax3-CKO^* embryos, palatal shelves in *Rbfox2^Wnt1-CKO^* embryos were elevated above the tongue to a horizontal position, but completely failed to fuse at the midline throughout the anterior-posterior axis (Figure 2M–T).

**Figure 2.**
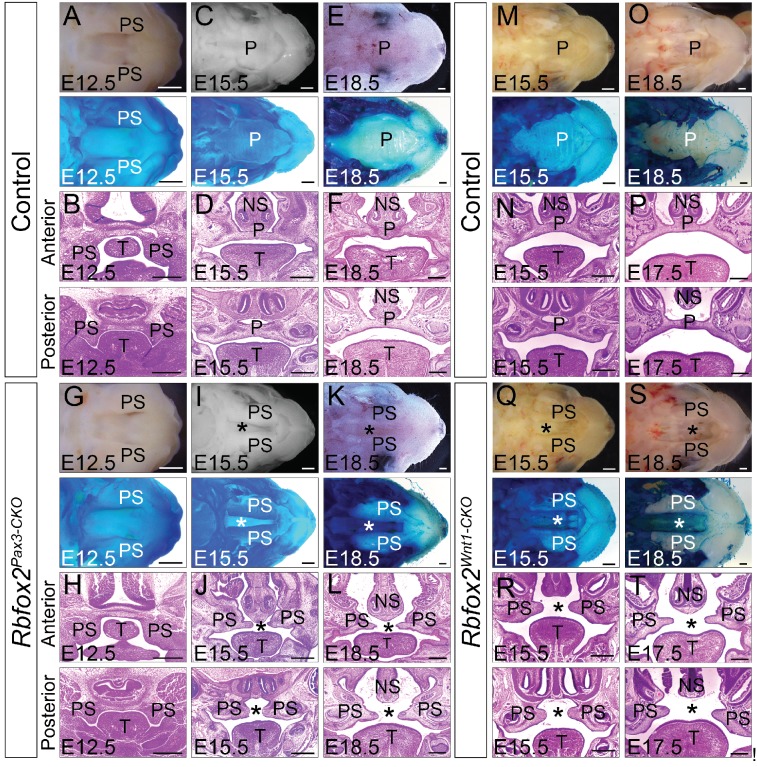
Cleft palate defects in *Rbfox2* mutant embryos. Gross morphology and Alcian blue staining of control (**A, C and E**) and *Rbfox2^Pax3-CKO^* (**G, I and K**) palates at E12.5 (n = 7 controls, n = 7 *Rbfox2^Pax3-CKO^*), E15.5 (n = 6 controls, n = 6 *Rbfox2^Pax3-CKO^*) and E18.5 (n = 7 controls, n = 7 *Rbfox2^Pax3-CKO^*). H and E stained transverse sections of control (**B**), (**D**), and (**F**) and *Rbfox2^Pax3-CKO^* (**H**), (**J**), and **L**) embryos at the level of the anterior and posterior palatal shelves. Gross morphology and Alcian blue staining of control (**M and O**) and *Rbfox2^Wnt1-CKO^* (**Q and S**) palates at E15.5 (n = 6 controls, n = 6 *Rbfox2^Wnt1-CKO^*) and E18.5 (n = 7 controls, n = 6 *Rbfox2^Wnt1-CKO^*). H and E stained sections of control (**N and P**) and *Rbfox2^Wnt1-CKO^* (**R and T**) E15.5 and E17.5 embryos at the level of the anterior and posterior palatal shelves. Asterisks (*) represent cleft palate in *Rbfox2* mutant embryos (**I–L and Q–T**). P, palate; PS, palatal shelves; NS, Nasal septum; T, Tongue. Scale bars are 200 μm respectively.

**Figure 2—figure supplement 1.**
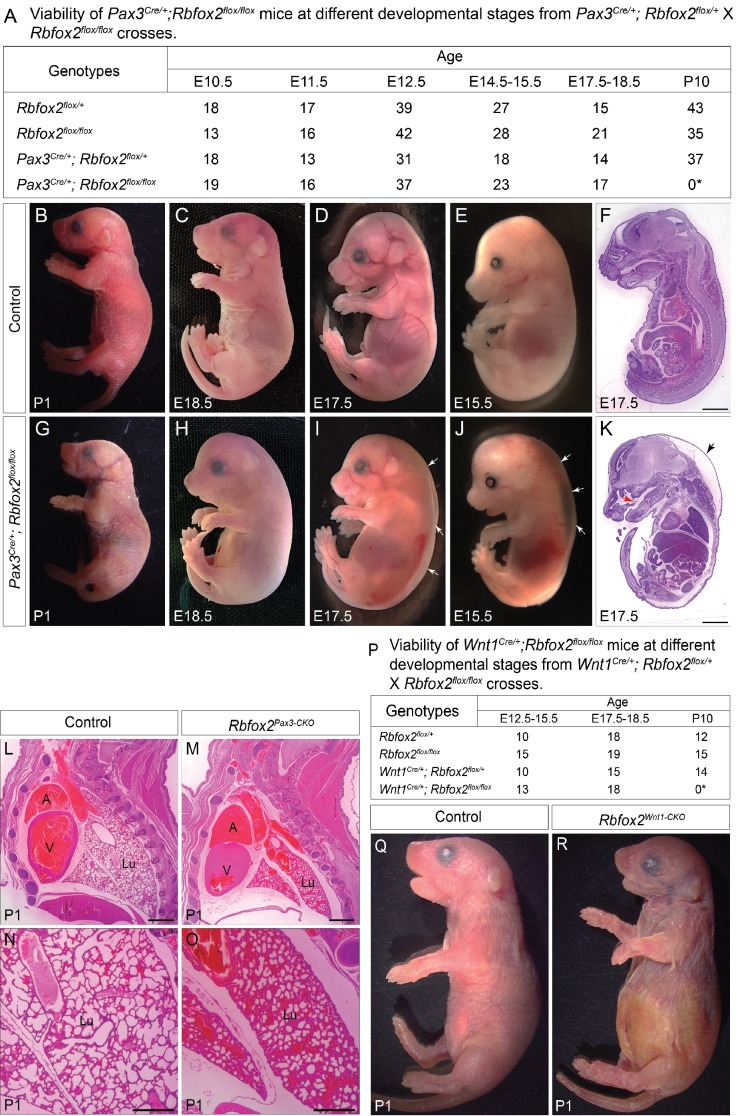
*Rbfox2* deletion leads to neonatal lethality. Genotyping results from embryos and pups generated by a cross between *Pax3^Cre/+^; Rbfox2^flox/+^* and *Rbfox2^flox/flox^* mice (**A**). Gross morphology and histology of control (**B–F**) and mutant (**G–K**) embryos and pups at different embryonic and neonatal time points. *Pax3^Cre/+^;Rbfox2^flox/flox^ (Rbfox2^Pax3-CKO^)* embryos show subcutaneous edema (white arrows) compared to controls (n = 40 controls, n = 40 *Rbfox2^Pax3-CKO^*). H and E staining of sections detects cleft palate (red arrow) and thin dermal layer in the skin of *Rbfox2^Pax3-CKO^* embryos (black arrow) than in littermate controls due to subcutaneous edema (n = 5 controls, n = 5 *Rbfox2^Pax3-CKO^*) (**F and K**). Scale bars are 1 mm respectively. Hematoxylin and eosin stained sagittal sections of control (**L, N**) and *Rbfox2^Pax3CKO^* (**M, O**) pups at P1 (n = 4 each genotype). Scale bars are 200 μm respectively. Genotyping results from embryos and pups generated by a cross between *Wnt1^Cre/+^;Rbfox2^flox/+^* and *Rbfox2^flox/flox^* mice (**P**). Gross morphology of control (**Q**) and *Rbfox2^Wnt1-CKO^* (**R**) pups at P1 (n = 4 each genotype). The mutant lungs are not inflated compared to controls. A, atrium; V, ventricle; Lu, lung.

To determine the cellular mechanisms responsible for the impaired palatal growth in *Rbfox2* mutant embryos, we performed cell proliferation, and apoptosis assays on transverse palatal sections from control and *Rbfox2* mutant embryos. Ki67 immunohistochemistry revealed a significant reduction in cell proliferation in *Rbfox2* mutants when compared with control embryos at E12.5, in which the morphological or histological changes were not evident (Figure 3A–C). A significant difference in cell proliferation was more evident at E15.5 (Figure 3D–F and G–I). TUNEL assay demonstrated no differences in cell death between the control and *Rbfox2* mutants at E15.5 (Figure 3J–K). E-cadherin expression is observed in the nasal, palatal and tongue epithelium and not affected by *Rbfox2* deletion (Figure 3L–M). To determine whether cleft palate defect was due to impaired neural crest cell migration, we performed lineage-tracing analysis at E15.5 in both control (*Wnt1^Cre/+^:Rbfox2^flox/+^:R26^mTmG/+^*) and mutant (*Wnt1^Cre/+^:Rbfox2^flox/flox^:R26^mTmG/+^*) embryos. Labeled neural crest cells marked by GFP immunostaining were abundantly present in the palate shelves of mutant embryos (Figure 3N–O). To determine any gross abnormality in NCCs migration, we performed lineage-tracing analysis at E12.5 and E14.5 in both control (*Pax3^Cre/+^:Rbfox2^flox/+^:R26^mTmG/+^*) and mutant (*Pax3^Cre/+^:Rbfox2^flox/flox^:R26^mTmG/+^*) embryos. No obvious NCCs migration defect was observed (Figure 3—figure supplement 1).

**Figure 3.**
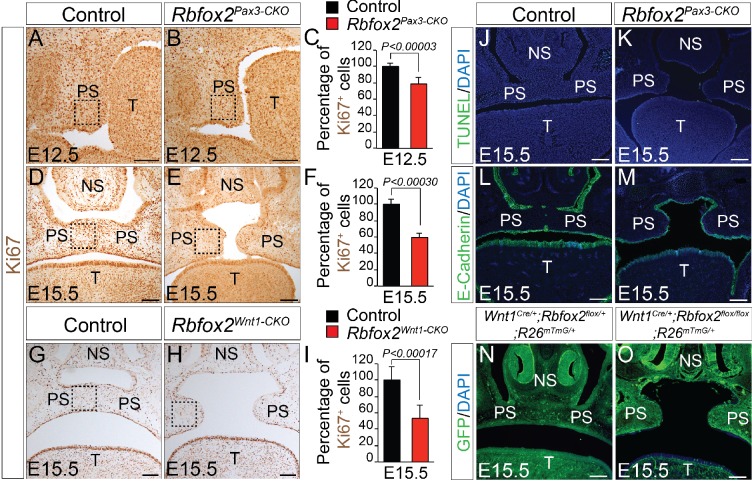
Cleft palate defects in *Rbfox2* mutant embryos result from impaired cell proliferation in the neural crest-derived palatal shelves. Immunohistochemistry for Ki67 was performed on transverse sections through the middle palatal regions of E12.5 (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*) and E15.5 (n = 5 controls, n = 5 *Rbfox2^Pax3-CKO^*) control (**A, D**) and *Rbfox2^Pax3-CKO^* (**B, E**) embryos. Immunohistochemistry for Ki67 was performed on E15.5 control (**G**) and *Rbfox2^Wnt1-CKO^* (**H**) middle palatal shelves sections (n = 5 controls, n = 5 *Rbfox2^Wnt1-CKO^*). Quantification of cell proliferation was calculated as the ratio of Ki67-positive cells to the total number of cells as determined by DAPI counterstain in the defined area of palatal shelves (**C, F and I**). TUNEL assay was performed on E15.5 control (**J**) and *Rbfox2^Pax3-CKO^* (**K**) sections (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*). E-cadherin immunostaining on E15.5 control (**L**) and *Rbfox2^Pax3-CKO^* (**M**) sections (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*). GFP immunostaining on E15.5 *Wnt1^Cre/+^;Rbfox2^flox/+^;R26^mTmG/+^* (**N**) and *Wnt1^Cre/+^;Rbfox2^flox/flox^;R26^mTmG/+^* (**O**) sections showing neural crest derivatives cells in the palatal shelves (n = 4 each genotype). NS, Nasal septum; PS, palatal shelves; T, Tongue. Scale bars are 100 μm respectively.

**Figure 3—figure supplement 1.**
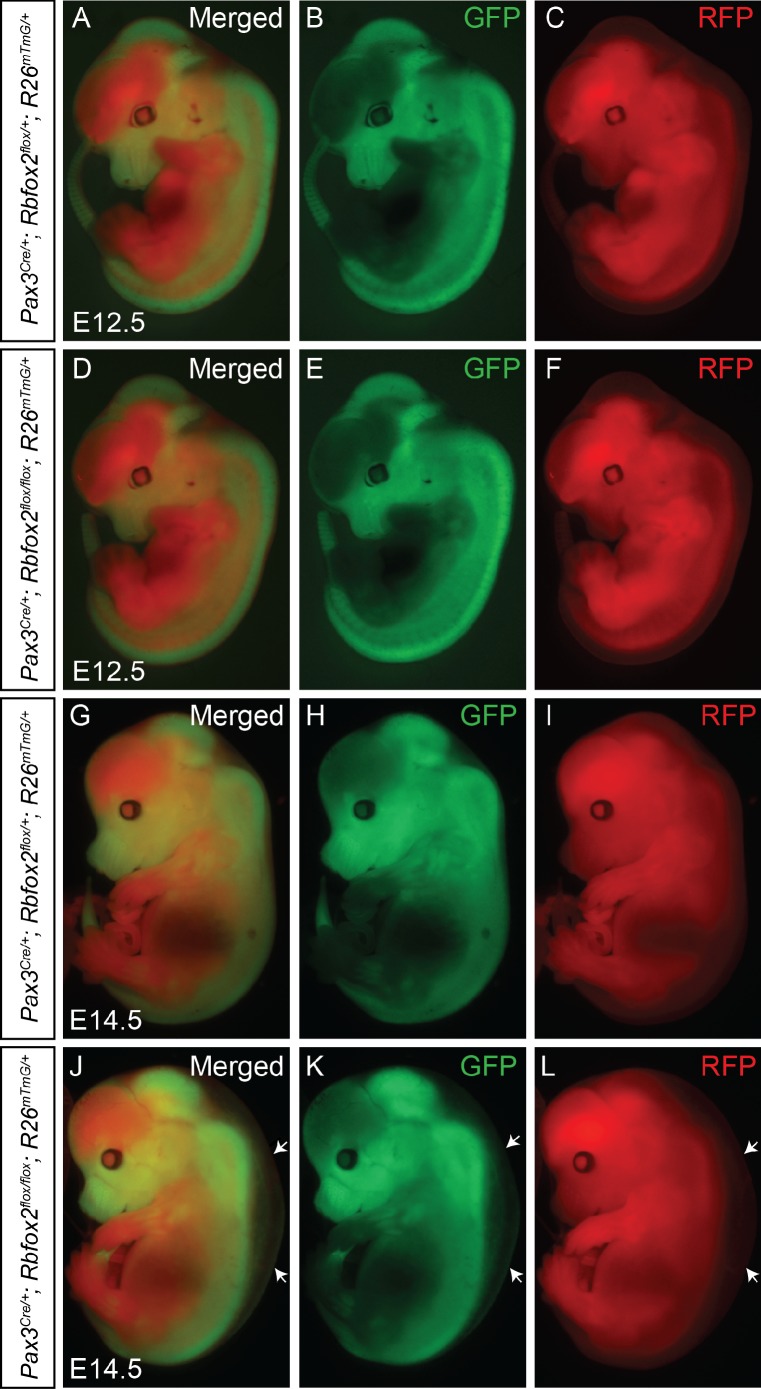
Neural crest cell migration is not affected in *Rbfox2* mutant embryos. Lineage tracing of Pax3-derived cells at E12.5 (**A–F**, n = 3 each genotype) and E14.5 (**G–L**, n = 3 each genotype) using control (*Pax3^Cre/+^:Rbfox2^flox/+^:R26^mTmG/+^*) and mutant (*Pax3^Cre/+^:Rbfox2^flox/flox^:R26^mTmG/+^*) embryos. The white arrow indicates edema present in mutant embryos (**J–L**).

### Craniofacial and axial skeletal defects in *Rbfox2* mutants

To examine the nature and severity of the skeleton defects, we performed Alizarin Red S and Alcian Blue staining on *Rbfox2^Pax3-CKO^* and *Rbfox2^Wnt1-CKO^* embryos (Figure 4). In both *Rbfox2^Pax3-CKO^* and *Rbfox2^Wnt1-CKO^* embryos, neural crest-derived bones such as frontal bones of the calvaria were hypoplastic and widely separated leaving a wide dorsal opening (Figure 4C and M). Decreased ossification of nasal bone was observed in *Rbfox2^Pax3-CKO^* mutant embryos compared to the controls (Figure 4B–C and L–M). Reduction in the lower jaw or mandible size was observed in *Rbfox2* mutant embryos (Figure 4E–H and N–Q). Further analysis revealed that both the shape and size of most neural crest-derived bones including alisphenoid, premaxilla, palatal process of premaxilla, palatal process of maxilla and palatine are affected in *Rbfox2* mutant embryos (Figure 4J–K and R–S). The palatal process of palatine bone is also missing in *Rbfox2* mutant embryos (Figure 4K and S).

**Figure 4.**
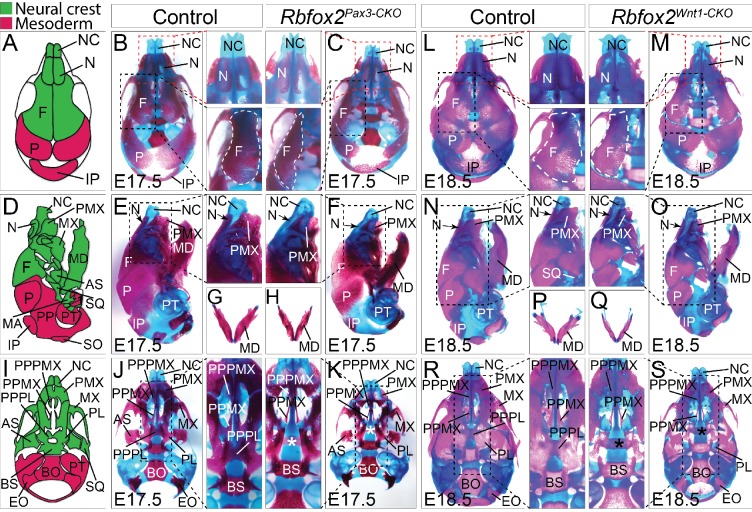
Craniofacial skeleton defects in *Rbfox2* mutant embryos. Alizarin red and Alcian blue stainings for ossified and chondrified tissues, respectively, of control (**A–B**), (**D–E**), (**G**), and **I–J**) and *Rbfox2^Pax3-CKO^* (**C**), (**F**), (**H**), and (**K**) skeleton at E17.5 (n = 8 controls, n = 6 *Rbfox2^Pax3-CKO^*). Alizarin red and Alcian blue stainings of control (**L**), (**N**), (**P**), and (**R**) and *Rbfox2^Wnt1-CKO^* (**M, O, Q and S**) skeleton at E18.5 (n = 8 controls, n = 5 *Rbfox2^Wnt1-CKO^*). Neural crest and mesoderm contribution to craniofacial bones are represented in green and pink color respectively (**A, D and I**). Dorsal (**A–C and L–M**), lateral (**D–F and N–O**) and ventral (**I–K and R–S**) view of skulls. Both *Rbfox2^Pax3-CKO^* (**C**), (**F**), (**H**), and **K**) and *Rbfox2^Wnt1-CKO^* (**M**), (**O**), (**Q**), and **S**) embryos demonstrate severe hypoplasia and diminished ossification of many neural crest-derived bones. Asterisks (*) represent the missing PPPL bone in *Rbfox2* mutant embryos (**K and S**). AS, alisphenoid; BO, basioccipital; BS, basisphenoid; EO, exoccipital; F, frontal bone; IP, interparietal; MD, mandible; MX, maxilla; N, nasal; NC, nasal capsule; P, parietal bone; PL, palatine; PMX, premaxilla; PPMX, palatal process of maxilla; PPPL, palatal process of palatine; PPPMX, palatal process of premaxilla; PT, petrous part of temporal bone; SO, supraoccipital; SQ, squamous.

**Figure 4—figure supplement 1.**
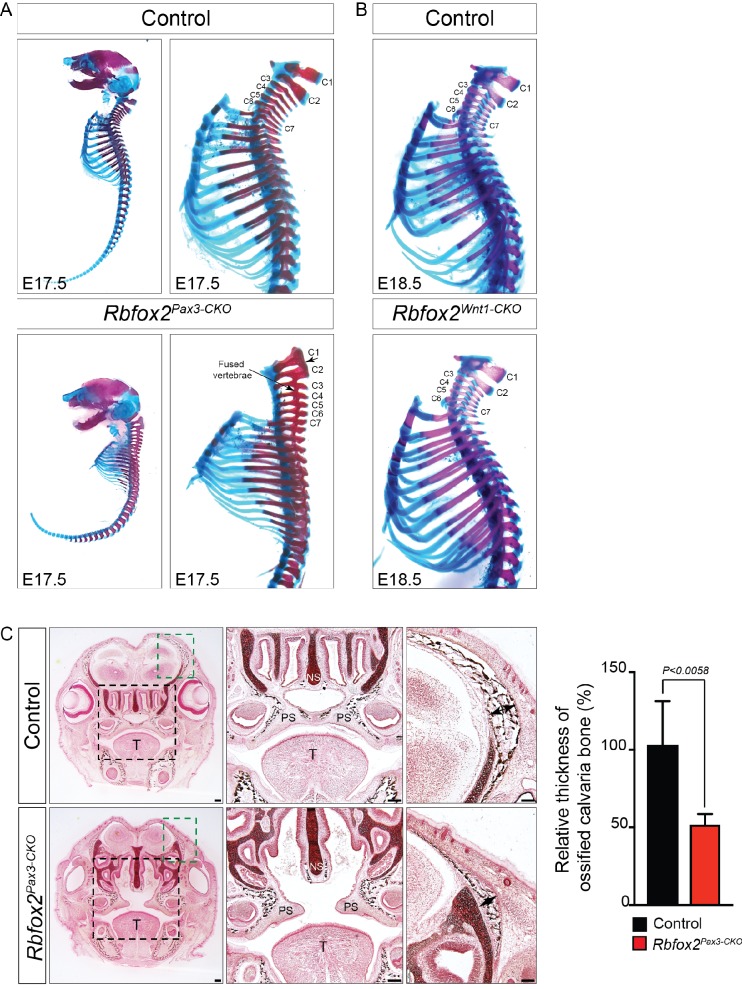
Skeletal defects in *Rbfox2* mutant embryos. Alizarin red and Alcian blue stainings for ossified and chondrified tissues, respectively, of control and *Rbfox2^Pax3-CKO^* skeleton at E17.5 (n = 8 controls, n = 6 *Rbfox2^Pax3-CKO^*). Lateral view of full skeletons and higher magnification of cervical and thoracic parts of the vertebral column (**A**). Cervical and thoracic parts of control and *Rbfox2^Wnt1-CKO^* skeleton at E18.5 (n = 8 controls, n = 6 *Rbfox2^Wnt1-CKO^*) (**B**). Transverse sections through the palatal regions of E17.5 control and *Rbfox2^Pax3-CKO^* embryos are stained for mineralized bone (black) by Von Kossa staining (**C**). Black staining represents bone and red staining represents connective tissues (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*). In comparison to controls, there was a reduced thickness of ossified calvaria bone in the *Rbfox2^Pax3-CKO^* embryos (double-headed black arrow). Scale bars are 100 μm respectively.

**Figure 4—figure supplement 2.**
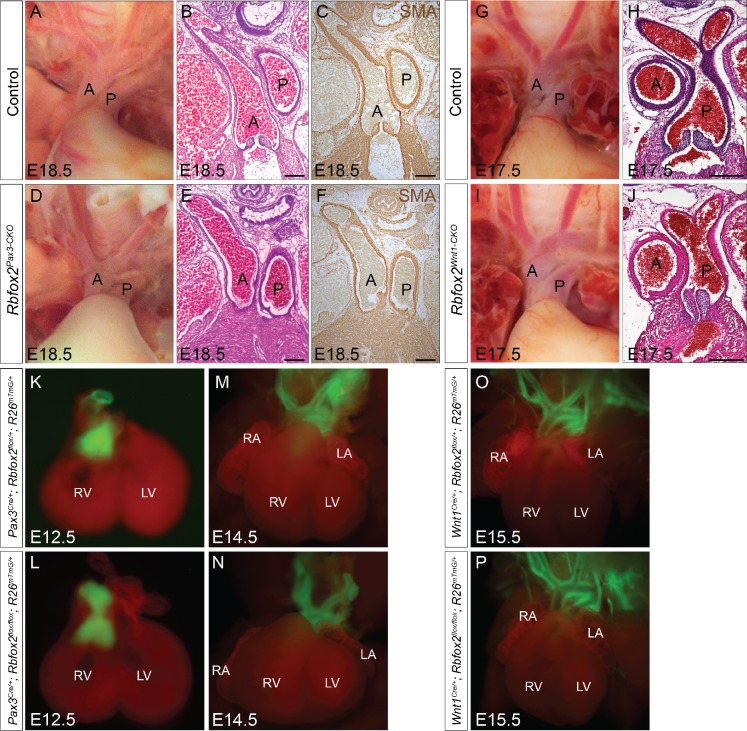
Neural crest contribution to the cardiac OFT is not affected in *Rbfox2* knockout embryos. Gross morphology and histological analyses show no change in the patterning of the great vessels between controls (**A–C and G–H**) and *Rbfox2^Pax3-CKO^* (**D–F**); n = 10 controls, n = 10 *Rbfox2^Pax3-CKO^*) or *Rbfox2^Wnt1-CKO^* (**I–J**); n = 7 controls, n = 5 *Rbfox2^Wnt1-CKO^*) mouse embryos. Images of aortic arches in E18.5 control (**A**) and *Rbfox2^Pax3-CKO^* (**D**) embryos. H and E staining (**B and E**) and SMA immunohistochemistry (**C and F**) on sections through aortic arches from control (**B–C**) and *Rbfox2^Pax3-CKO^* (**E–F**) embryos. Images of aortic arches in E17.5 control (**G**) and *Rbfox2^Wnt1-CKO^* (**I**) embryos. H and E staining on sections through aortic arches from control (**H**) and *Rbfox2^Wnt1-CKO^* (**J**) embryos. Hearts from E12.5 and E14.5 *Pax3^Cre/+^;Rbfox2^flox/+^;R26^mTmG/+^* (**K** and **M**; n = 4) and *Pax3^Cre/+^;Rbfox2^flox/flox^;R26^mTmG/+^* (**L** and **N**; n = 5) embryos show labeled Pax3-derived neural crest derivatives (green) in the outflow tract. Heart from E15.5 *Wnt1^Cre/+^;Rbfox2^flox/+^;R26^mTmG/+^* (**O**; n = 5) and *Wnt1^Cre/+^;Rbfox2^flox/flox^;R26^mTmG/+^* (**P**); n = 5) embryos show labeled Wnt1-derived neural crest derivatives (green) in the outflow tract. A, Aorta; P, Pulmonary trunk; RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. Scale bars are 200 μm respectively.

**Figure 4—figure supplement 3.**
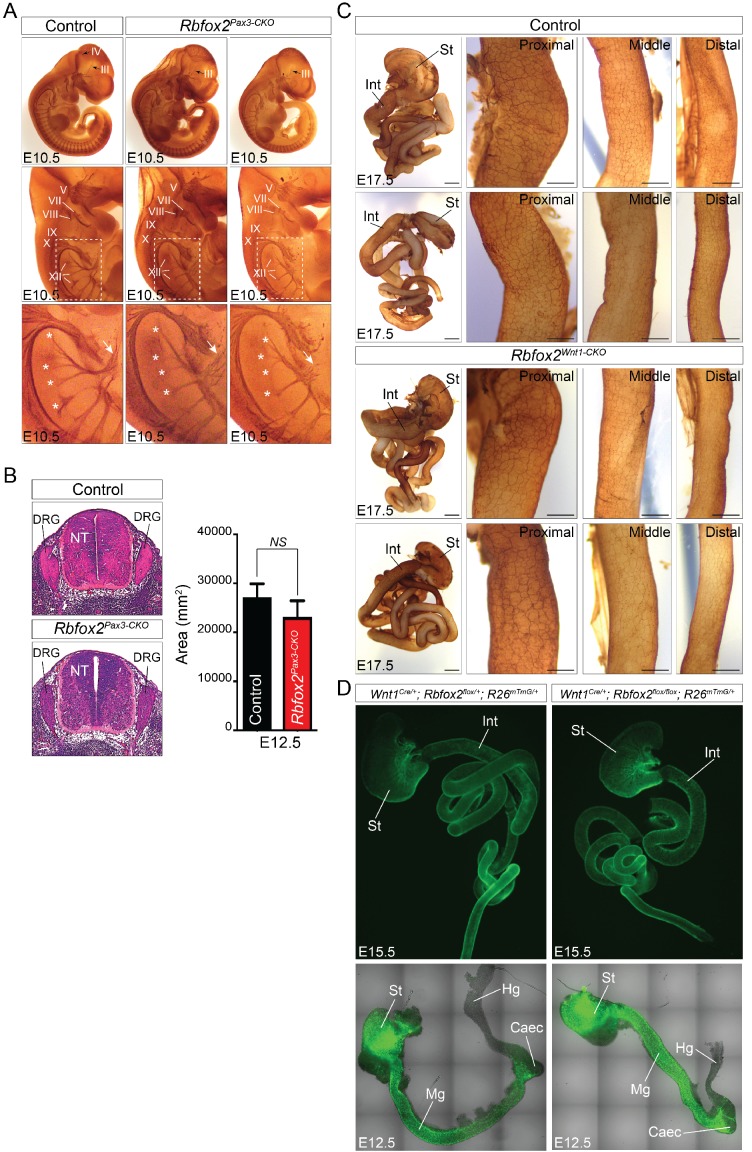
Development of peripheral and enteric nervous system in *Rbfox2* mutant embryos. Whole mount neurofilament (2H3) immunostaining of one E10.5 control and two *Rbfox2^Pax3-CKO^* embryos are presented (**A**). White asterisks indicate nerve roots exiting the ventral neural tube. Cranial nerves are referred to as oculomotor (III), trochlear (IV), trigeminal (V), facial/vestibulocochlear (VII/VIII), glossopharyngeal (IX), vagal (X) and hypoglossal (XII). Oculomotor (III) and trochlear (IV) nerves are deformed (black arrow). The hypoglossal nerve (XII) is disorganized and sometime shorter (white arrows) in *Rbfox2^Pax3-CKO^* embryos (n = 6 controls, n = 5 *Rbfox2^Pax3-CKO^*) (**A**). Quantitation of dorsal root ganglia in control and *Rbfox2^Pax3-CKO^* embryos (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*) (**B**). Whole-mount immunostaining of the gastrointestinal tract at E17.5 in two controls and two *Rbfox2^Wnt1-CKO^* embryos with the anti-neurofilament antibody 2H3 are presented (**C**). Scale bars are 500 μm respectively. Higher magnification of the proximal, middle and distal part of the intestine is presented (n = 4 controls, n = 4 *Rbfox2^Wnt1-CKO^*). Scale bars are 200 μm respectively. Enteric neural crest lineage tracing in E12.5 and E15.5 control (*Wnt1^Cre/+^:Rbfox2^flox/+^:R26^mTmG/+^*, n = 3) and *Rbfox2* mutant (*Wnt1^Cre/+^:Rbfox2^flox/flox^:R26^mTmG/+^*, n = 3) embryos (**D**). DRG, dorsal root ganglion; NT, neural tube; St, stomach; Int, intestine; Mg, midgut; Hg, hindgut; Caec, Caecum.

**Figure 4—figure supplement 4.**
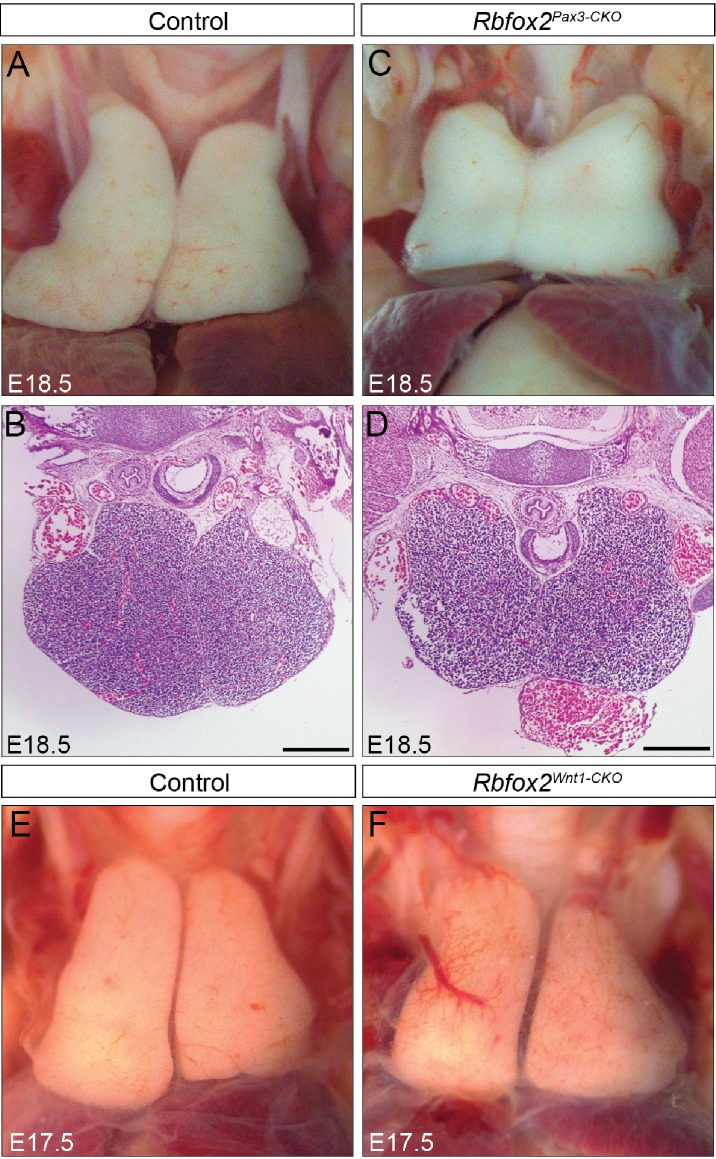
Thymus development is grossly intact in *Rbfox2* mutant embryos. Gross morphology and histology of thymus from E18.5 control (**A–B**) and *Rbfox2^Pax3-CKO^* (**C–D**) embryos (n = 6 controls, n = 6 *Rbfox2^Pax3-CKO^*). Morphology of the thymus from E17.5 control (**E**) and *Rbfox2^Wnt1-CKO^* (**F**) embryos (n = 6 controls, n = 5 *Rbfox2^Wnt1-CKO^*). Scale bars are 200 μm respectively.

**Figure 4—figure supplement 5.**
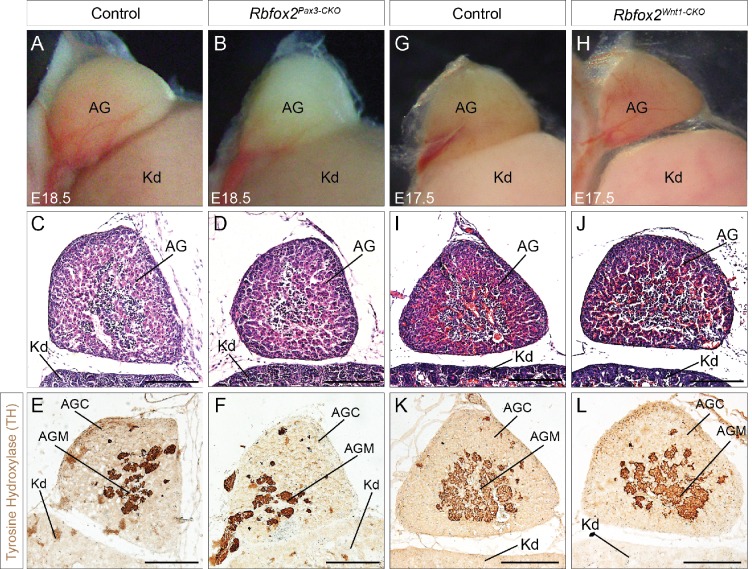
Neural crest contribution to adrenal gland is not affected in *Rbfox2* knockout embryos. Morphological (**A–B**) and histological analyses (**C–D**) of the adrenal gland from E18.5 control (**A, C and E**) and *Rbfox2 ^Pax3-CKO^* (**B**), (**D**), and **F**) embryos (n = 8 controls, n = 6 *Rbfox2^Pax3-CKO^*). Morphological (**G–H**) and histological analyses (**I–J**) of the adrenal gland from E17.5 control (**G, I and K**) and *Rbfox2^Wnt1-CKO^* (**H**), (**J**), and **L**) embryos (n = 4 controls, n = 4 *Rbfox2^Wnt1-CKO^*). Immunohistochemistry for tyrosine hydroxylase (**E–F and K–L**), a marker of neural crest-derived chromaffin cells, in sagittal sections of adrenal glands. Chromaffin cells of the adrenal medulla develop normally in the absence of *Rbfox2* (**F and L**). AG, adrenal glands; Kd, kidney; AGC, adrenal gland cortex and AGM, adrenal gland medulla. Scale bars are 100 μm respectively.

**Figure 4—figure supplement 6.**
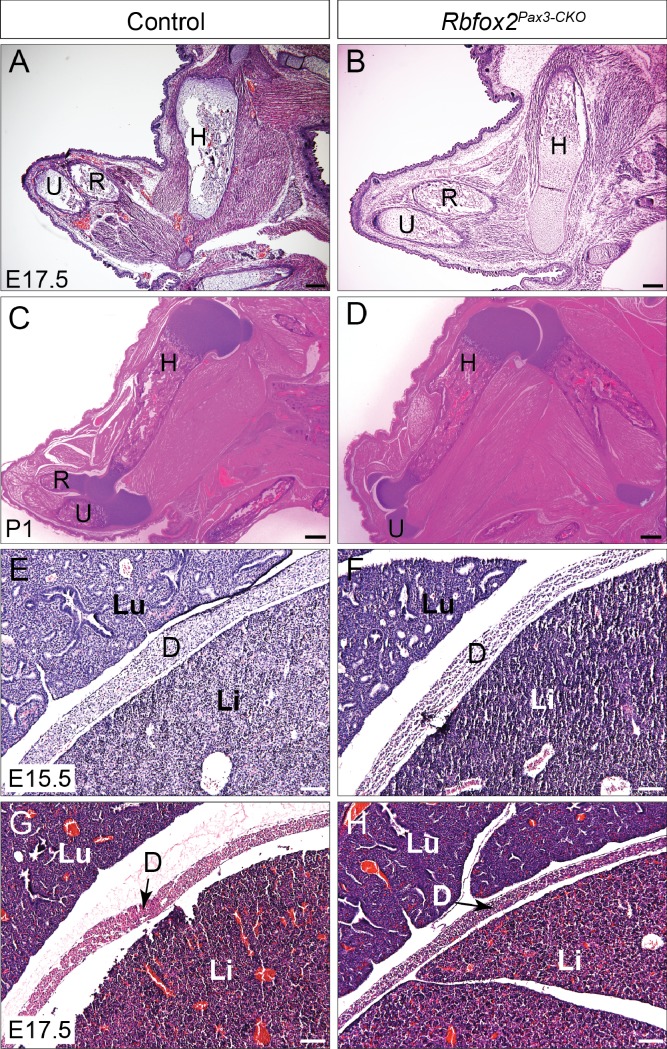
Limb and diaphragm musculature are not affected in *Rbfox2^Pax3-CKO^* embryos. Histological analysis of forelimb musculature from E17.5 control and *Rbfox2^Pax3-CKO^* embryos (n = 4 controls, n = 4 *Rbfox2^Pax3-CKO^*) (**A–B**). Histological analysis of forelimb musculature from P1 control and *Rbfox2^Pax3-CKO^* pups (n = 3 controls, n = 3 *Rbfox2^Pax3-CKO^*) (**C–D**). Histological analysis of diaphragm musculature from E15.5 (**C and D**) and E17.5 (**E and F**) control and *Rbfox2^Pax3-CKO^* embryos. H, Humerus; R, radius; U, Ulna; Lu, Lung; Li, Liver; D, Diaphragm. Scale bars are 200 μm (**A–D**) and 100 μm (**E–H**) respectively.

The whole embryo skeletal preparations displayed severe defects in the axial skeleton of *Rbfox2^Pax3-CKO^* embryos (Figure 4—figure supplement 1A). Mutants are characterized by their shortened axial skeleton and smaller thoracic cavity. The vertebral column of control embryos showed a clear S-bend in the cervical and thoracic region (Figure 4—figure supplement 1A). However, in the *Rbfox2^Pax3-CKO^* embryos, the vertebral column was rather straight, positioning the skull and vertebral column perpendicular to each other (Figure 4—figure supplement 1A). Ectopic bone formation and fusion of vertebral bodies were observed in *Rbfox2^Pax3-CKO^* embryos (Figure 4—figure supplement 1A). No defects in the axial skeletons were observed in *Rbfox2^Wnt1-CKO^* embryos (Figure 4—figure supplement 1B). Von Kossa staining of the calvaria from E17.5 *Rbfox2^Pax3-CKO^* mutant embryos revealed the impaired development of mesenchymal condensations that become ossified bone (Figure 4—figure supplement 1C). Reduced thickness in the ossified calvaria bone was observed in *Rbfox2^Pax3-CKO^* embryos.

### *Rbfox2* deletion does not affect other neural crest-derived structures except cranial nerves

As shown by normal septation and alignment of the aorta and pulmonary trunk, the development of cardiac OFT was not affected in *Rbfox2* mutants (Figure 4—figure supplement 2A–J). No change in smooth muscle actin (SMA) staining was observed (Figure 4—figure supplement 2C,F). Fate-mapping analysis demonstrated that cardiac NCCs migration was grossly intact in the *Rbfox2* mutant embryos (Figure 4—figure supplement 2K–P). To determine the effect of *Rbfox2* deletion on neurons that populate the dorsal root, sympathetic and enteric ganglia, we performed whole mount neurofilament (2H3) staining to mark the differentiated neurons. The neurofilament 2H3 staining in *Rbfox2* mutant embryos revealed abnormalities in the oculomotor (III), trochlear (IV) and hypoglossal nerve (XII cranial nerve) (Figure 4—figure supplement 3A). Oculomotor and trochlear nerves appear to be deformed. Analysis of cranial ganglia at higher magnification revealed that the roots of the hypoglossal cranial nerve are not fully developed. The hypoglossal cranial nerve is disorganized and shorter in *Rbfox2^Pax3-CKO^* embryos (Figure 4—figure supplement 3A). Hypoglossal nerve defects could be secondary to defects in the hypoglossal cord which is derived from the occipital somites, and where Pax3 is expressed (Bajard et al., 2006). No significant difference was observed in the size of the dorsal root ganglion (Figure 4—figure supplement 3B). Enteric nervous system development was not affected in the absence of *Rbfox2* (Figure 4—figure supplement 3C–D). Similarly, other neural crest-derived organs such as thymus and adrenal gland (chromaffin cells) were not affected in *Rbfox2* mutant embryos (Figure 4—figure supplement 4, and Figure 4—figure supplement 5). Since *Pax3^Cre/+^* transgene is active in non-neural crest-derived tissues such as limb and diaphragm muscles, we also analyzed these tissues and found no significant changes (Figure 4—figure supplement 6).

### Splicing and transcriptional changes in cranial neural crest-derived structures in response to *Rbfox2* deletion

To determine the splicing program and transcriptional network regulated by Rbfox2 in vivo, we performed RNA-Seq profiling using poly(A)^+^ RNA isolated from microdissected craniofacial tissues from E12.5 control and *Rbfox2* mutant embryos (Figure 5A). 

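The RNA-Seq data cover 3 control embryos with floxed *Rbfox2* alleles and no Cre and 3 *Rbfox2* mutant embryos that carry *Pax3 Cre/+* as well, all at E12.5. The authors aligned the reads to GRCm38 with STAR and deposited an FPKM value, the number of fragments mapped to a gene scaled by the length of the gene and by all mapped fragments, for each of 38553 genes in each sample. The values are for whole genes, so the transcript values behind the MISO and Cuffdiff results were not analysed here. The paper gives a range of reads per sample, and the number of reads behind a single value is unknown. They summed to 553686, 567174 and 578071 in control replicates 1, 2 and 3 and to 528123, 572031 and 590174 in mutant replicates 1, 2 and 3. The 10061 genes with an FPKM over 5 in all control or all mutant samples, the filter that the methods give for Cuffdiff transcripts, were tested on log2(FPKM + 1) with limma and Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, which understates the change of genes with low FPKM. For single genes, 3 samples against 3 cannot give an exact two-sided permutation p below 0.10.
The first replicates of both groups stood apart from the others. The first principal component of the 10061 genes carried 54.7% of the variance and placed control replicate 1 at -19.1 and mutant replicate 1 at -17.0, against 7.55 to 11.0 for the other samples. The paper states that all libraries were sequenced together, and the sample labels give no difference in batch. For genes whose values differ between these sets, the difference within each set is therefore given beside the value over all samples.
*Rbfox2* (ENSMUSG00000033565) lies on the minus strand of chromosome 15 of GRCm38 from 77078990 to 77307004. Its FPKM was 61.6 ± 3.29 (SD, n = 3) in controls and 36.2 ± 1.87 (SD, n = 3) in mutants, which is 58.8% of the control mean. Every mutant value was lower than every control value (exact permutation test, two-sided, p = 0.10, the smallest p possible). The log2 fold change was -0.75 (standard error 0.079, adjusted p = 0.138 from limma). It was -0.61 between the first replicates and -0.82 between replicates 2 and 3. With each replicate left out in turn it stayed between -0.79 and -0.71. With the mean expression of 4 Y-linked genes as a covariate, which was set before the data were examined for counts of genes and run for single genes later, it was -0.83. That fit rests mainly on mutant replicate 3, the only mutant without Y-linked expression.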

We performed RNA-Seq analysis at E12.5 because of the minimal morphological and structural changes observed in *Rbfox2* mutant embryos at this stage. Multiplexed libraries were prepared for all replicates and sequenced together using Illumina HiSeq 4000 platform to produce 65–80 million, 151-nucleotide paired-end reads per sample (see Materials and methods for detail). Paired-end fastq sequence reads from each sample were aligned to mouse reference genome using ultrafast RNA-Seq aligner STAR with 82% average mapping rate and negligible ribosomal RNA contamination (<1%). Differential expression of genes and transcript isoforms between controls and *Rbfox2* mutant samples were determined using two tools: MISO (Mixture of Isoforms), which quantitates the expression level of alternatively spliced genes and identifies differentially regulated isoforms or exons across samples and Cuffdiff, which finds significant changes in transcript expression, splicing, and promoter use. Using MISO analysis, we identified 81 differentially expressed transcripts from 59 genes in *Rbfox2* mutant samples as compared with control (Figure 5B and Figure 5—source data 1). However, Cuffdiff analysis identified 33 alternatively spliced transcripts from 30 genes in *Rbfox2* mutant samples as compared with controls (Figure 5C and Figure 5—source data 2).

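Figure 5—source data 1 lists 81 transcripts, which belong to 58 different gene identifiers, while the paper's count of genes is 59. Of these genes, 57 are in the deposited table and 22 passed the FPKM filter. The share of each transcript within its gene was not analysed here. At the level of whole genes, the median size of the log2 fold change of the 22 genes was 0.099, against 0.054 for all genes tested. These genes come from a list that the study chose on the same samples, and this difference was not tested. It is therefore not independent evidence of a change in whole genes. None of the 22 had an adjusted p under 0.05 in limma, and 1 had an unadjusted p under 0.05. This gene, named here after its value was seen, was *Depdc1a* (ENSMUSG00000028175), with a log2 fold change of -0.27 (standard error 0.099, adjusted p = 1.00 from limma).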

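The 33 transcripts in Figure 5—source data 2 belong to 24 gene identifiers, against the paper's count of 30, and all 24 genes passed the FPKM filter. The values per transcript were not analysed here. At the level of whole genes, the median size of the log2 fold change was 0.14. None of the 24 genes had an adjusted p under 0.05 over all genes tested, and 4 had an unadjusted p under 0.05, namely *Fkbp7*, *Fkbp14*, *Xist* and *Ccnl2*. When adjusted over the list alone, 2 genes had an adjusted p under 0.05, *Fkbp7* and *Fkbp14*. The list was chosen by the study on these samples, so this count is not independent evidence.
*Fkbp7* (ENSMUSG00000002732, chromosome 2 of GRCm38 from 76663044 to 76673116) had the smallest p of all genes tested. Its FPKM fell from 24.4 ± 3.29 (SD, n = 3) in controls to 8.75 ± 1.45 (SD, n = 3) in mutants, a log2 fold change of -1.38 (standard error 0.14, adjusted p = 0.138 from limma). The paper's list gives a pair of its transcripts at 0.38 and 0.34 of the control. *Fkbp14* (ENSMUSG00000038074, chromosome 6 from 54577604 to 54597308, where it overlaps the start of *Plekha8* on the other strand) fell from 15.0 ± 0.913 (SD, n = 3) to 7.51 ± 1.08 (SD, n = 3). Its log2 fold change was -0.92 (standard error 0.11, adjusted p = 0.216 from limma), and the paper's list gives its transcript at 0.42 of the control. In both genes the 3 mutant values were below the 3 control values, and the fall was seen in both sets of replicates, at -1.29 and -1.43 for *Fkbp7* and -0.75 and -1.002 for *Fkbp14*. *Xist* (ENSMUSG00000086503, on the X chromosome) had FPKM of 98.8, 116 and 73.7 in the controls and 0.383, 0.330 and 52.7 in the mutants. Y-linked genes were expressed only in the mutant samples with *Xist* at 0.383 and 0.330, so the FPKM of *Xist* followed the sex of the embryos.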

**Figure 5.**
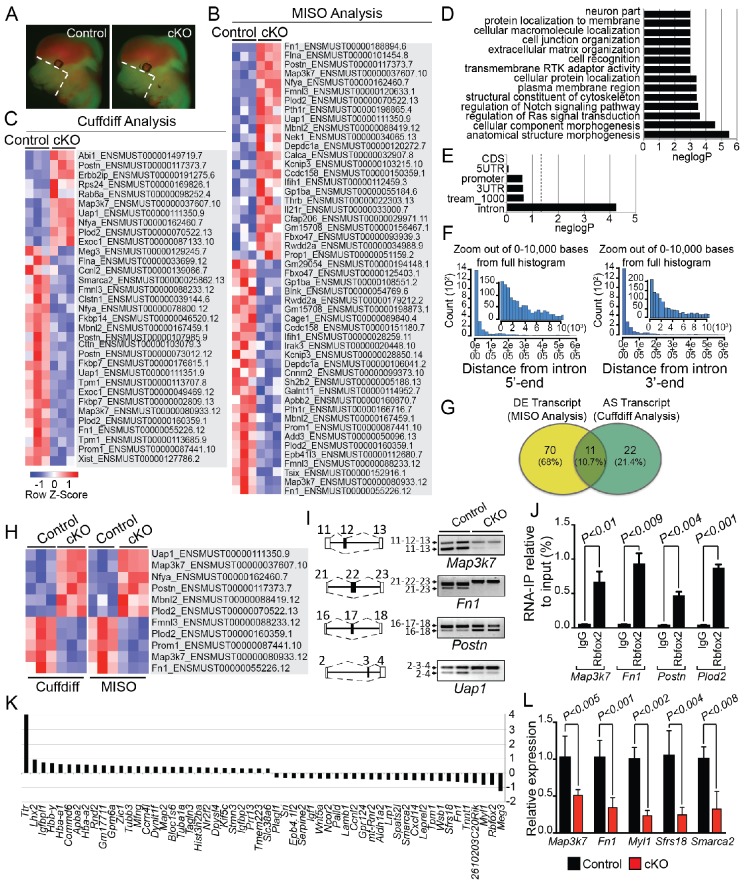
Rbfox2-dependent splicing and transcriptional changes in neural crest cells. Representative fluorescent images from E12.5 control (n = 3) and *Rbfox2^Pax3-CKO^* mutant (represented as cKO, n = 3) embryos showing the area (white, dotted line) of craniofacial tissue microdissected for RNA-Seq analysis (**A**). Heat map of 50 differentially expressed transcripts (out of a total of 81 transcripts) identified by MISO analysis of RNA-Seq data (**B**). Heat map of 33 alternatively spliced transcripts identified by Cuffdiff analysis of RNA-Seq data (**C**). Pathway enrichment analysis of Rbfox2 target genes (**D**). Motif (UGCAUG) enrichment analysis. Significant enrichment was observed only in the introns of the target genes (**E**). Location of the intronic UGCAUG sequences in the Rbfox2 target genes (**F**). Venn diagram showing the overlap of transcripts identified by MISO and Cuffdiff analysis of RNA-Seq data (**G**). Heat map representation of 11 transcripts identified by both MISO and Cuffdiff analysis (**H**). RT-PCR analysis of alternative splicing of Rbfox2 targets in control and *Rbfox2* mutant cranial mesenchyme from two independent replicates for each genotype (**I**). The gene structure, illustrating the alternative exons is presented on left. RNA-IP on palatal mesenchymal cells (**J**). Differentially expressed genes control and *Rbfox2* mutants (**K**). qRT-PCR validation of differentially spliced and differentially expressed genes (**L**). 10.7554/eLife.45418.017Figure 5—source data 1.A complete list of transcripts identified by MISO analysis. 10.7554/eLife.45418.018Figure 5—source data 2.A complete list of transcripts identified by Cuffdiff analysis.

**Figure 5—figure supplement 1.**
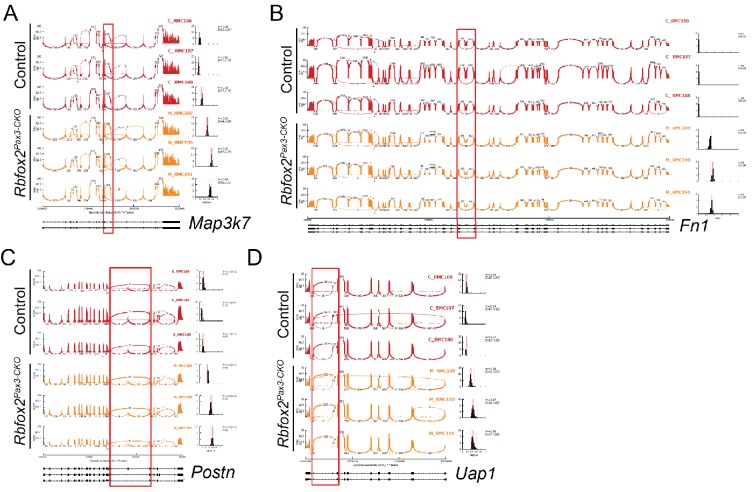
Changes in alternative splicing of Rbfox2 target genes. Sashimi plot of selected Rbfox2 targets (*Map3k7*, *Fn1*, *Postn* and *Uap1)* were generated in MISO, depicting the distribution of raw RNA-Seq densities mapped to the exons and splice junctions of gene isoforms across control and mutant samples.

Pathway enrichment analysis identified significant enrichment of genes that control cellular and anatomical structure morphogenesis (Figure 5D). We analyzed the location of UGCAUG sequences in different gene features (5'-UTR, promoter, exons, introns, 3-UTR) of Rbfox2 target genes identified through Cuffdiff and MISO analysis. We performed an analysis of motif enrichment (AME) through the MEME suite (version 5.0.5) and identified significant UGCAUG motif enrichment only in the introns of the Rbfox2 target genes (adjusted p-value=1.4E-08) (Figure 5E). We also performed AME on 75 randomly selected genes whose expression levels were comparable to the Rbfox2-target genes, but did not show any transcript-level differential expression in response to *Rbfox2* deletion. However, no significant motif enrichment was observed (adjusted p-value=1.0E-01). Next, we used the FIMO tool in MEME to analyze the location of intronic UGCAUG sequences in the Rbfox2 target genes. Most UGCAUG sequences were located within 1000 bases of the exon on either flanking introns (Figure 5F). Venn analysis was performed to identify a small set of high-confidence alternatively spliced transcripts that could be validated in downstream experiments. 

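At the level of whole genes, the 9 genes of the transcripts listed in both source data files can be followed in the deposited FPKM, but not the balance between their transcripts. *Postn* (ENSMUSG00000027750, chromosome 3 of GRCm38 from 54361109 to 54391037) had an FPKM of 103 ± 45.5 (SD, n = 3) in controls and 79.6 ± 12.7 (SD, n = 3) in mutants, a log2 fold change of -0.28 (standard error 0.31, adjusted p = 1.00 from limma). This value depends on control replicate 2, which had an FPKM of 149.8. Without it the log2 fold change was 0.034, and without control replicate 1 it was -0.63. *Postn* was higher in the mutant of the first replicates, by 0.35, and lower in replicates 2 and 3, at -0.60. *Uap1* (ENSMUSG00000026670, chromosome 1 from 170141938 to 170174957) was at 24.3 ± 1.60 in controls and 22.3 ± 1.72 in mutants (SD, n = 3 each), with a log2 fold change of -0.12 (standard error 0.090) that moved to -0.054 without mutant replicate 1 and to -0.17 without control replicate 1. *Plod2* (ENSMUSG00000032374, chromosome 9 from 92542223 to 92608428) was at 28.1 ± 3.67 and 25.6 ± 1.99 (SD, n = 3 each), with a log2 fold change of -0.12 (standard error 0.11) that moved to -0.032 without control replicate 2 and to -0.22 without control replicate 1. It was 0.18 between the first replicates and -0.27 (standard error 0.081) in replicates 2 and 3. Over all samples, the differences in *Uap1* and *Plod2* were smaller than 2 standard errors. *Uap1* was lower in the mutant in each replicate number, and with the replicate block its standard error was 0.055, so that the difference exceeded 2 standard errors (adjusted p = 0.839 from limma, against 0.568 to 1.00 over its alternatives). For single transcripts, the paper's list of Cuffdiff results gives changes in both directions within each of these genes. In *Postn* it gives one transcript at 3.49 times the control and others at 0.41 and 0.39, in *Uap1* one at 2.33 and one at 0.38, and in *Plod2* one at 2.23 and one at 0.33.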

Venn analysis identified 11 transcripts that were identified by both programs and constituted a high confidence set of differentially expressed and AS isoforms in *Rbfox2* mutants (Figure 5G–H and Figure 5—figure supplement 1). Specific genes identified by Venn analysis were selected for validation by RT-PCR based on their established function in the neural crest or craniofacial development. Using RNA isolated from control and *Rbfox2* knockout craniofacial tissues, we validated the splicing changes identified by RNA-Seq by performing reverse transcriptase PCR (RT-PCR) in a selected group of genes such as mitogen-activated protein kinase kinase kinase 7 (*Map3k7*), fibronectin 1 (*Fn1*), periostin (*Postn*) and UAP1 UDP-N-acetylglucosamine pyrophosphorylase 1 (*Uap1*). *Rbfox2* deletion significantly impacted splicing and expression of these candidate genes (Figure 5I–L). For example, *Rbfox2* deletion reduced the expression of the predominantly expressed *Map3k7* transcript. The short *Fn1* transcript was not present in *Rbfox2* mutants. To determine that Rbfox2 directly bind to these target genes in vivo, we performed RNA immunoprecipitation (RIP) assays using anti-Rbfox2 antibody on palatal mesenchymal cells, followed by quantitative RT-PCR. We observed significant enrichment suggesting that Rbfox2 can directly bind to the RNA of these target genes and modulate splicing (Figure 5J). To determine the transcriptional changes associated with the craniofacial defects, we analyzed genes that are differentially expressed between control and *Rbfox2* knockouts. 

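Over the 10061 genes tested, no gene had an adjusted p under 0.05 in limma, and 167 had an unadjusted p under 0.05, of which 71 were higher and 96 lower in the *Rbfox2* mutants. The 167 genes were 1.66% of those tested, fewer than would pass an unadjusted p of 0.05 by chance if no samples stood apart. The smallest adjusted p was 0.138, shared by *Fkbp7* and *Rbfox2*. After *Fkbp14*, the next smallest p-values were those of *Gm16136* (log2 fold change -0.53, standard error 0.091) and *Fsd1l* (log2 fold change 0.66, standard error 0.12), each with an adjusted p of 1.00. The thresholds that the methods give for transcripts, a log2 fold change over 1 in either direction and an unadjusted p under 0.05, were met by 3 genes, *Fkbp7*, *Oc90* and *Xist*. *Oc90*, named here after its values were seen, had FPKM of 0.0829, 5.04 and 0.0631 in controls and 25.4, 10.2 and 8.38 in mutants. With the replicate number as a block, still no gene had an adjusted p under 0.05, while 604 had an unadjusted p under 0.05. With a term for the first replicates, chosen after the data were seen, 3 genes had an adjusted p under 0.05 in limma, namely *Fkbp7*, *Miat* and *Rbfox2*.
Fig. 5K names 56 genes, of which 55 could be read, 29 drawn as higher and 26 as lower in the mutants. All 55 had a log2 fold change in the drawn direction over the 3 samples per group, with a median size of 0.29. Of the 55, 14 had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment 1 gene, *Rbfox2*, had an adjusted p under 0.05 when adjusted over the list alone, and none over all genes tested. The list was chosen by the study on these samples, so the count over the list alone is not independent evidence. With the replicate block, 20 genes passed when adjusted over the list alone, and 35 had an unadjusted p under 0.05. Across the fits that each left out a sample, the unadjusted count ran from 3 without mutant replicate 2 to 40 without control replicate 1. It was 55 in replicates 2 and 3 only, a setting chosen after the values were seen. The 3 mutant values lay on one side of the 3 control values in 9 of the 55 genes and in 503 of the 10061 genes tested, or 5.00%. Chance would give 10% of genes if no samples stood apart. The first replicates of both groups did stand apart, so 10% is not a fair reference here. Between the first replicates, 27 of the 55 genes differed in the drawn direction, against 55 in replicate 2 and 55 in replicate 3. The genes are drawn in the order of their differences in replicates 2 and 3, with 0 of 1485 pairs out of order. The list may thus have been chosen on those samples, so the full counts there are not independent evidence. *Ttr* (ENSMUSG00000061808), the gene drawn with the largest rise, had FPKM of 56.1, 1.04 and 1.91 in controls and 27.4, 67.6 and 22.9 in mutants.

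**Figure D1:**
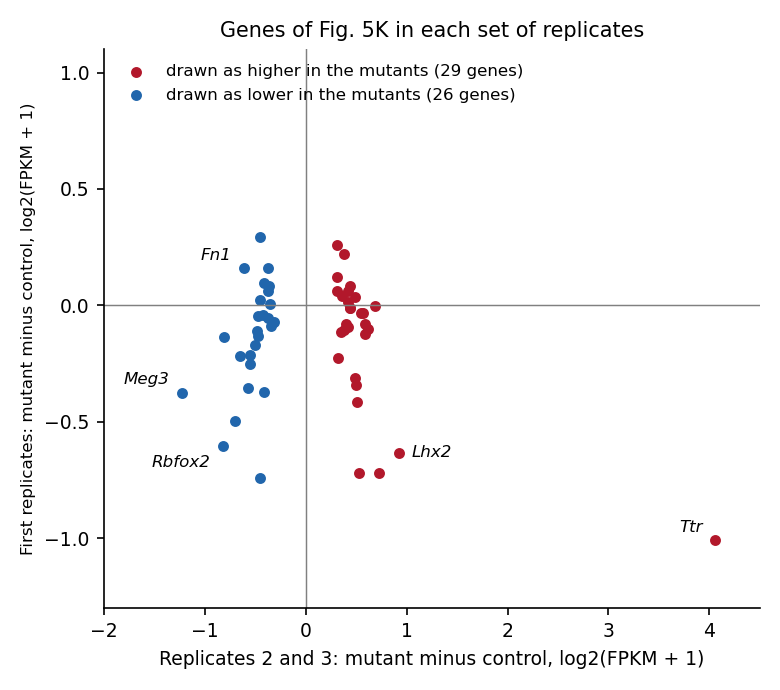
Difference between mutant and control in log2(FPKM + 1) for the 55 genes, in replicates 2 and 3 (horizontal axis, mean of 2 samples per group) and in the first replicates (vertical axis, 1 sample per group). Each point is a gene. In the first replicates, 9 of the 29 genes drawn as higher were higher in the mutant and 18 of the 26 genes drawn as lower were lower.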

We identified 56 differentially expressed genes (Figure 5K). We further validated the expression of candidate genes that were either differentially expressed or spliced by quantitative PCR in both control and *Rbfox2* knockout tissues (Figure 5L). We observed a significant reduction in *Map3k7*, *Fn1*, *Myl1*, *Sfrs18* and *Smarca2* in *Rbfox2* knockout tissues (Figure 5L). Together, we identified over 100 AS transcripts and 56 genes that are differentially expressed between control and *Rbfox2* mutant embryos.

### Impaired Rbfox2-TGFβ-Tak1 signaling axis in *Rbfox2* mutant embryos

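*Map3k7* (ENSMUSG00000028284, chromosome 4 of GRCm38 from 31964097 to 32023467), *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) and the long noncoding RNA *Meg3* (ENSMUSG00000021268, chromosome 12 from 109541001 to 109571726) were compared as whole genes. The FPKM of *Map3k7* was 34.4 ± 1.13 (SD, n = 3) in controls and 33.4 ± 1.48 (SD, n = 3) in mutants, a log2 fold change of -0.039 (standard error 0.073, adjusted p = 1.00 from limma). This difference is smaller than the spread between replicates, and it changed sign, to 0.032, with Y-linked expression as a covariate. For its transcripts, the paper's list of Cuffdiff results gives one at 2.73 times and one at 0.33 of the control.
*Fn1* was at 80.5 ± 31.7 (SD, n = 3) in controls and 59.4 ± 2.02 (SD, n = 3) in mutants, a log2 fold change of -0.36 (standard error 0.26, adjusted p = 1.00 from limma). Control replicate 2, with an FPKM of 114, carried most of it, since the log2 fold change was -0.070 without that sample and -0.64 without control replicate 1. In the first replicates *Fn1* was higher in the mutant, by 0.16, and in replicates 2 and 3 it was lower, at -0.62. *Meg3* was at 155 ± 63.03 (SD, n = 3) in controls and 88.4 ± 64.9 (SD, n = 3) in mutants, a log2 fold change of -0.94 (standard error 0.51, adjusted p = 1.00 from limma). The mutant value was lower in each replicate number, at -0.38 between the first replicates and -1.23 between replicates 2 and 3, but mutant replicate 1, at 163, was higher than control replicate 3, at 87.6. Without mutant replicate 1 the log2 fold change of *Meg3* was -1.50, and without mutant replicate 2 it was -0.65. Under the replicate block the standard errors of *Fn1* and *Meg3* were 0.18 and 0.24, with adjusted p-values of 0.839 and 0.768 from limma. For single transcripts, the paper's list of Cuffdiff results gives *Fn1* at 0.26 and *Meg3* at 0.50 of the control, which whole-gene values cannot test.

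**Figure D2:**
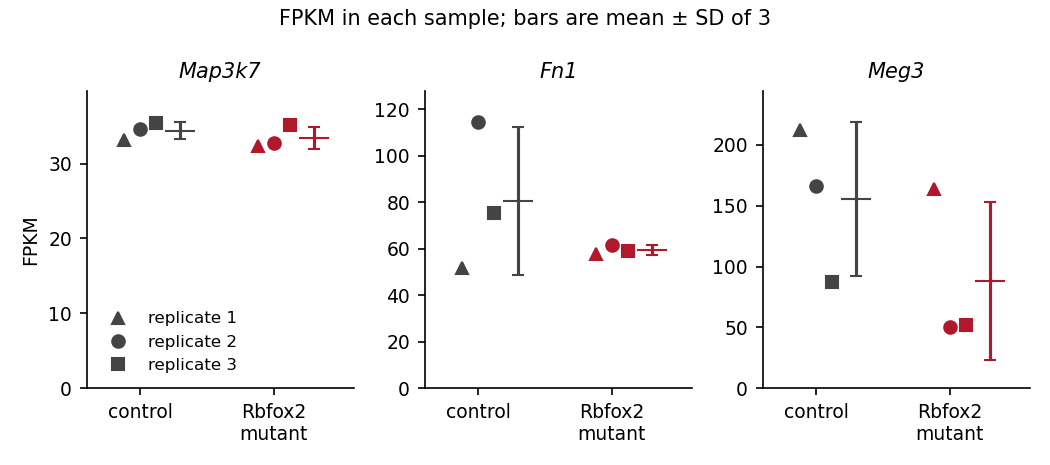
FPKM of *Map3k7*, *Fn1* and *Meg3* in each of the 3 control and 3 *Rbfox2* mutant samples, with the mean and SD beside the points. The symbols mark the replicate number. *Map3k7* lies between 32.4 and 35.4 in all samples, while the controls spread from 51.5 to 114 for *Fn1* and from 87.6 to 212 for *Meg3*.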

By analyzing alternatively spliced and differentially expressed genes from the RNA-Seq data, we observed that a number of genes known to affect TGF-β signaling pathway, such as *Map3k7*, *Fn1*, *Meg3* etc. were significantly reduced in *Rbfox2* mutants. This led us to hypothesize that TGF-β signaling pathway may be affected by *Rbfox2* deletion. TGF-β signaling pathway involves both canonical and non-canonical signaling cascades. Recent work has shown that Tak1, encoded by *Map3k7* is required for activation of both canonical and non-canonical signaling. To identify if TGF-β signaling pathway is affected by *Rbfox2* deletion in vivo, we harvested palatal shelves from control and *Rbfox2* mutant embryos and performed western blot analysis for Tak1 and phosphorylated Tak1. We found that both Tak1 and phosphorylated Tak1 levels were significantly reduced in *Rbfox2* mutant embryos, demonstrating impaired TGF-β signaling pathway in neural crest-derived palate shelves (Figure 6A). We further investigated the downstream signaling targets of Tak1 such as p38 Mapk, phosphorylated p38 Mapk, Smad2, and phosphorylated Smad2. The level of C-terminal Smad2 phosphorylation was significantly reduced; however, no change in total Smad2 was observed. Similarly, the level of phosphorylated p38 Mapk was significantly reduced, although there was no change in total p38 Mapk (Figure 6A and Figure 6—figure supplement 1). Consistent with the reduction in its mRNA levels, Fn1 protein levels were also significantly reduced in *Rbfox2* mutant neural crest as compared with controls (Figure 6B and Figure 6—figure supplement 1). Next, we tested how neural crest-derived palatal mesenchymal cells respond to TGF-β stimulation. We established culture conditions to grow palatal mesenchymal cells from control and *Rbfox2* mutant embryos. The neural crest cell’s origin and purity were confirmed by growing cultures of *Pax3^Cre/+^;Rbfox2^flox/+^;Rosa26^mTmG/+^* embryos. Majority of the cultured cells were GFP positive confirming their neural crest origin (Figure 6C). Consistent with the in vivo data, palatal mesenchymal cells isolated from *Rbfox2* mutant embryos showed reduced levels of both Tak1 and phosphorylated Tak1 when compared with control following TGF-β stimulation (Figure 6D). In addition, no significant change in pTak1/Tak1 ratio was observed, suggesting that Tak1 activation was not affected by *Rbfox2* deletion (Figure 6E). Similarly, TGF-β-induced C-terminal Smad2 and p38 Mapk phosphorylation levels were reduced in *Rbfox2* mutant cells when compared with controls, while no significant change was observed in total Smad2 or p38 Mapk (Figure 6D–E and Figure 6—figure supplement 1). Quantification of these proteins showed a significant reduction in the ratio of pSmad2-C/Smad2-C and p-p38 Mapk/p38 Mapk, suggesting that Rbfox2-TGF-β-Tak1 signaling axis was impaired in *Rbfox2* mutant cells (Figure 6D–E and Figure 6—figure supplement 1).

**Figure 6.**
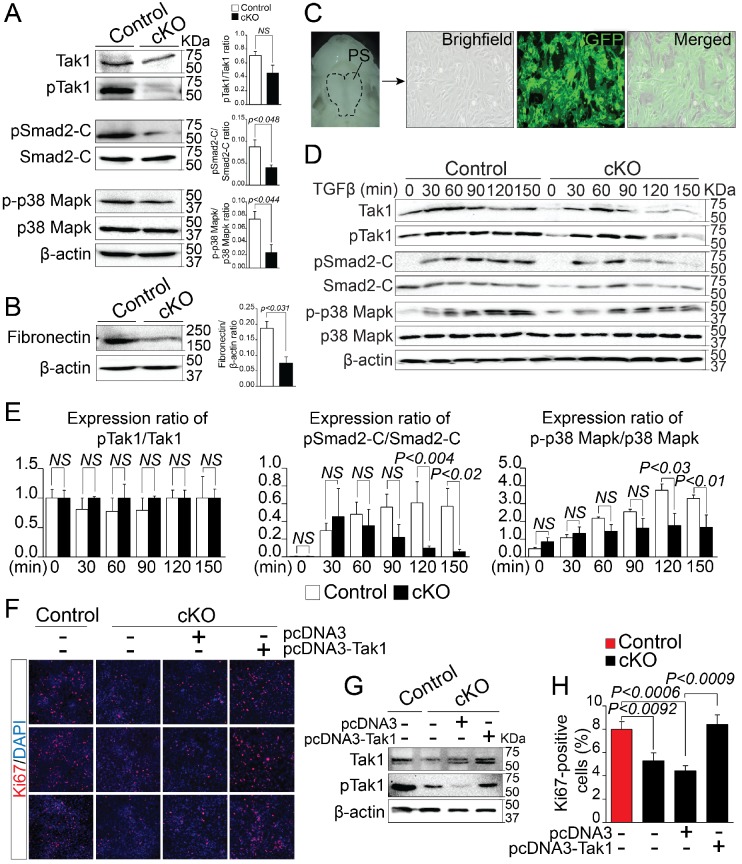
Deregulation of Rbfox2-TGFβ-Tak1 signaling axis in *Rbfox2* mutant embryos. Representative western blot and quantification from microdissected palatal shelves from control and *Rbfox2^Pax3-CKO^* embryos (represented as cKO) at E14.5 and analyzed for Tak1, phospho-Tak1, Smad2, phospho-Smad2-C, p38 Mapk and phospho- p38 Mapk (**A**). Western blot and quantification for fibronectin on control and *Rbfox2* mutant embryos at E14.5 (**B**). Primary palatal mesenchymal cell cultures were established from E14.5 *Pax3^Cre/+^; Rbfox2^flox/+^; R26^mTmG/+^* embryos. Representative bright field and fluorescent images were taken. The majority of the cultured cells are GFP positive demonstrating their neural crest origin (**C**). Representative western blot and quantification from control and *Rbfox2* mutant primary palatal mesenchymal cells stimulated with recombinant TGFβ and analyzed for Tak1, phospho-Tak1, Smad2, phospho-Smad2-C, p38 Mapk and phospho-p38 Mapk (**D**). Quantification of western blot (**E**). Overexpression of Tak1 in *Rbfox2* mutant palatal mesenchymal cells. Ki67 immunostaining to determine palatal mesenchymal cell proliferation (**F**). Representative western blot for Tak1 and pTak1 (**G**). Quantification of the percentage of Ki67 positive cells (**H**). β-Actin was used as loading control. PS, palatal shelves; *NS*, not significant.

**Figure 6—figure supplement 1.**
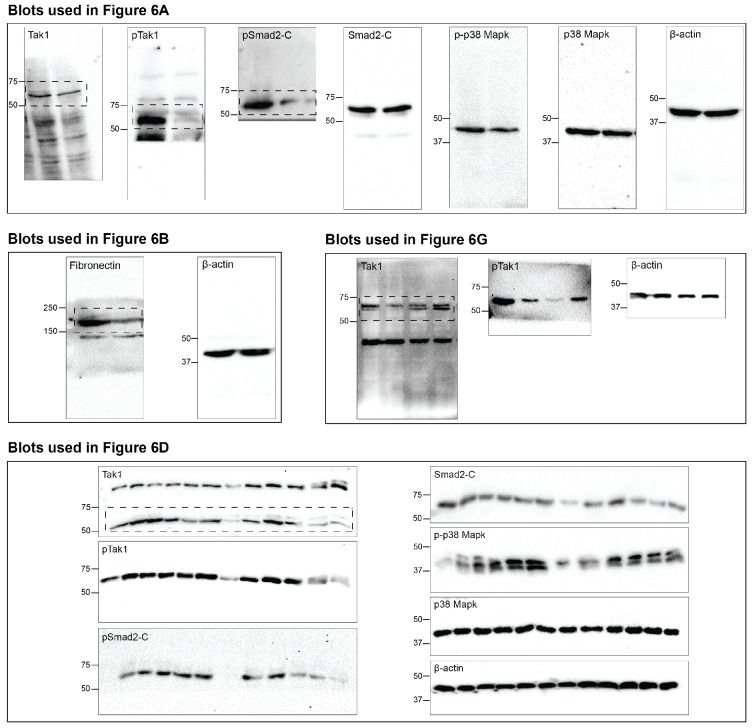
Impaired Rbfox2-TGFβ-Tak1 signaling axis due to *Rbfox2* deletion. Uncropped western blot images presented in Figure 6 of this manuscript. Dotted box indicates areas that were cropped for use in figures when multiple bands observed.

**Figure 6—figure supplement 2.**
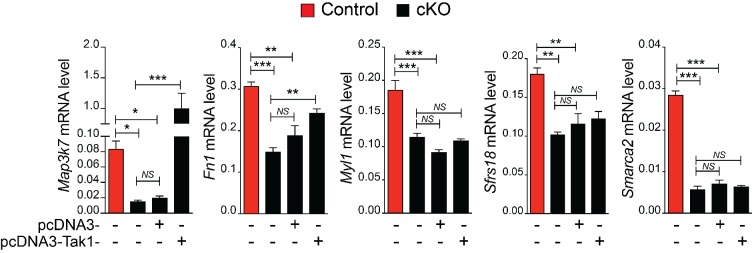
Effect of Tak1 overexpression on Rbfox2 target genes. Overexpression of Tak1 in *Rbfox2* mutant palatal mesenchymal cells. RNA was isolated from control and *Rbfox2* mutant cells transfected with either empty plasmid (pcDNA3) or plasmid expressing Tak1 (pcDNA3-Tak1) for qRT-PCR analysis. qRT-PCR analysis for *Map3k7*, *Fn1*, *Myl1*, *Sfrs18* and *Smarca2. NS*, not significant. *, p<0.05; **, p<0.01; ***, p<0.001 (one-way ANOVA between groups, Bonferroni's multiple comparisons test).

To determine whether Tak1 overexpression can restore TGF-β signaling pathway and rescue the proliferation defects seen in *Rbfox2* mutant embryos in vivo, we cultured palatal mesenchymal cells from control and *Rbfox2* mutant embryos. We then transfected *Rbfox2* mutant cells with either empty plasmid (pcDNA3) or plasmid expressing Tak1 (pcDNA3-Tak1), and performed Ki67 immunostaining (Figure 6F–H). We confirmed that both Tak1 and phosphorylated Tak1 levels were significantly increased after Tak1 transfection in *Rbfox2* mutant cells (Figure 6G). Consistent with the in vivo data, *Rbfox2* mutant palatal cells proliferate slower than control cells and Tak1 overexpression can rescue the proliferation defects (Figure 6H). To determine the effect of Tak1 overexpression on the expression of Rbfox2-dependent genes, we performed qRT-PCR for *Map3k7*, *Fn1*, *Myl1*, *Sfrs18* and *Smarca2* on control and *Rbfox2* mutant cells transfected with either empty plasmid vector or plasmid expressing Tak1 (Figure 6—figure supplement 2). Compared with empty vector transfected controls, we observed significant increase in the expression of *Map3k7* and *Fn1* in Tak1 overexpressing *Rbfox2* mutant cells. No change in *Myl1*, *Sfrs18* and *Smarca2* expression was observed (Figure 6—figure supplement 2). Together, these results demonstrate that *Rbfox2* deficiency leads to impaired Rbfox2-TGF-β-Tak1 signaling axis, resulting in reduced palatal cell proliferation. In addition, Tak1 overexpression restores TGF-β signaling pathway and rescues the proliferation defects in *Rbfox2* mutant cells.

### Rbfox2 expression is regulated by TGF-β signaling pathway in a feedback loop

To determine whether TGF-β signaling pathway regulate Rbfox2 expression in a positive feedback loop, we analyzed Rbfox2 expression in wildtype palatal mesenchymal cells after TGF-β stimulation. We observed a significant increase in Rbfox2 expression after TGF-β treatment (Figure 7A and Figure 7—figure supplement 1). To determine the mechanism by which TGF-β regulates Rbfox2 expression, we stimulated palatal mesenchymal cells with TGF-β in the presence or absence of chemical inhibitors blocking either canonical (Smad3 inhibitor) or non-canonical (Tak1 and p38 inhibitor) TGF-β signaling pathway (Figure 7B–D and Figure 7—figure supplement 1). We observed that Smad3 inhibitor abolished TGF-β-induced increase in Rbfox2 expression (Figure 7B and Figure 7—figure supplement 1). A similar trend was observed with Tak1 inhibitor (Figure 7C and Figure 7—figure supplement 1). However, p38 inhibitor did not impact TGF-β-induced Rbfox2 expression (Figure 7D and Figure 7—figure supplement 1). Together, these results suggest that TGF-β induces Rbfox2 expression either through Tak1-dependent or -independent canonical pathways. To further investigate how Smad-dependent canonical pathway regulates Rbfox2 expression, we analyzed 2.5 kb *Rbfox2* promoter and identified two sites with multiple Smad binding elements (SBEs). *Rbfox2* promoter fragment (1.6 kb) with multiple SBEs was PCR-amplified, cloned into a luciferase reporter plasmid, and tested in luciferase reporter assays (Figure 7—figure supplement 2). Smad2, Smad3 or Smad4 significantly activated the Rbfox2 luciferase reporter in the presence/absence of recombinant TGF-β. However, in the presence of recombinant TGF-β, the fold activation was much higher when compared with no TGF-β stimulation (Figure 7E–G). Using the wild-type palatal mesenchymal cells in the presence or absence of TGF-β, we next tested Smad2/3 binding activity to SBEs identified in the *Rbfox2* promoter in vivo by chromatin immunoprecipitation (ChIP) assays. Our data indicate that Smad2/3 binds directly to these sites in vivo. Moreover, we observed enrichment in Smad2/3 chromatin binding after TGF-β treatment (Figure 7H). Together, these results demonstrate that *Rbfox2* expression in neural crest-derived palatal mesenchymal cells is tightly regulated by TGF-β signaling pathway (Figure 7I).

**Figure 7.**
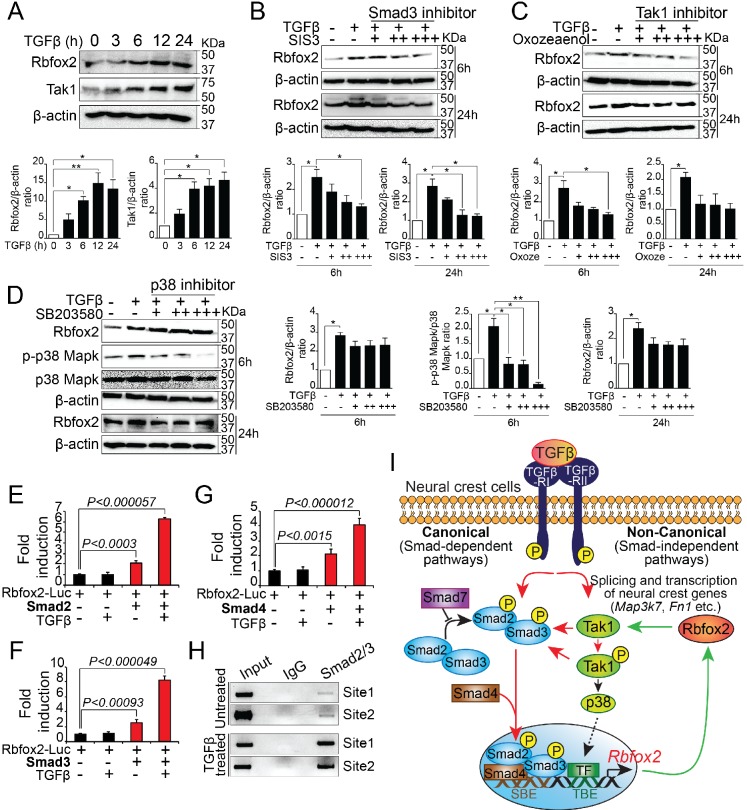
Rbfox2 expression is regulated by TGFβ signaling pathway in neural crest-derived palatal cells. Representative western blot and quantification demonstrating induction of Rbfox2 in primary palatal mesenchymal cells stimulated with recombinant TGFβ. β-Actin was used as a loading control (**A**). Representative Rbfox2 western blot and quantification from primary palatal mesenchymal cells stimulated with recombinant TGFβ with and without, Smad3 inhibitor (SIS3) or Tak1 inhibitor (5Z-7-Oxozeaenol) or p38 inhibitor (SB203580) at 6 and 24 hr time points. β-Actin was used as a loading control (**B–D**). *, p<0.05; **, p<0.01 (one-way ANOVA between groups, Bonferroni's multiple comparisons test). The *Rbfox2*-luciferase reporter was transfected in HEK293T cells with or without recombinant TGFβ in the presence or absence of Smad2 (**E**) or Smad3 (**F**) or Smad4 (**G**). ChIP assay using chromatin from untreated or TGFβ treated primary palatal mesenchymal cells and Smad2/3 antibody. Predicted binding sites in *Rbfox2* promoter were tested (**H**). Model depicting the interaction between the TGF-β signaling pathway and alternative splicing factor Rbfox2 in neural crest cells. Rbfox2 regulates alternative splicing and transcription of neural crest genes. In a feedback loop, Rbfox2 expression is regulated by the canonical TGFβ signaling pathway (red arrows) (**I**).

**Figure 7—figure supplement 1.**
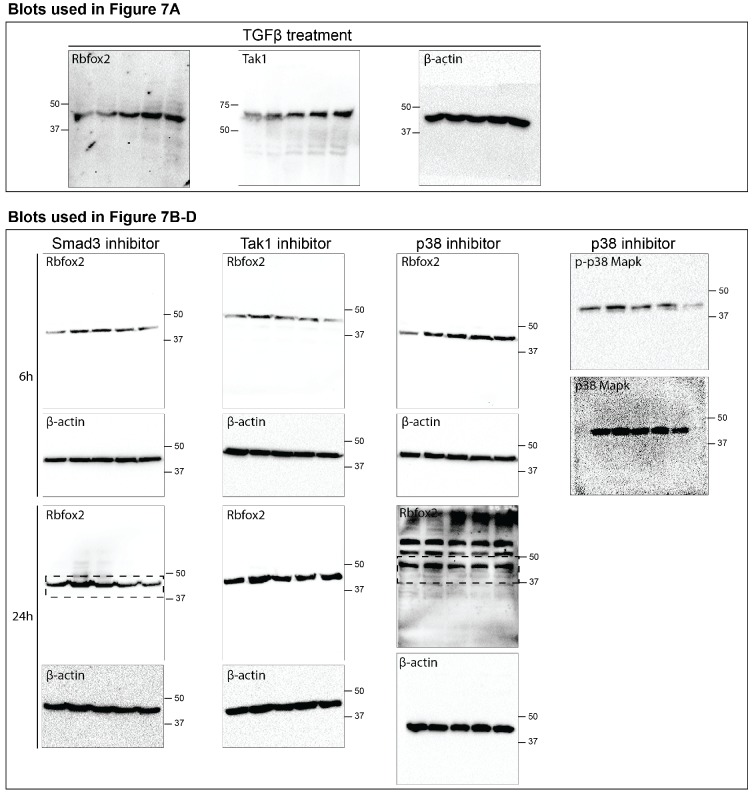
Rbfox2 expression is regulated by TGFβ signaling pathway. Uncropped western blot images presented in Figure 7 of this manuscript. Dotted box indicates areas that were cropped for use in figures when multiple bands observed.

**Figure 7—figure supplement 2.**
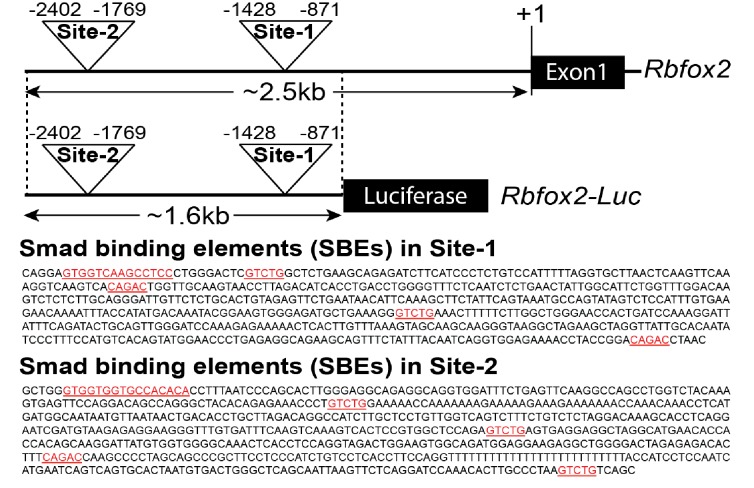
Rbfox2 promoter analysis. Predicted sites (Site1 and Site2) in 2.5 kb *Rbfox2* promoter containing Smad binding elements (SBEs). Schematic of the *Rbfox2*-luciferase (Luc)-reporter construct. Multiple SBEs present in predicted sites (Site1 and Site2) are highlighted in red color.

## Discussion

During embryonic development, various organ formations require precise spatial and temporal regulation of gene expression. Traditionally, developmental studies were more focused on the role of transcription factors and signaling pathways. It is only in recent years that the importance of splicing factors has been demonstrated in regulating various developmental processes. The gene regulatory network required to orchestrate neural crest development is very well defined (Gammill and Bronner-Fraser, 2003; Hutson and Kirby, 2003; Sauka-Spengler and Bronner-Fraser, 2008; Simões-Costa et al., 2014). However, the cell-autonomous role of splicing factors in neural crest development is poorly investigated. In the present study, we demonstrate a critical role for splicing regulator Rbfox2 in NCCs. We show that Rbfox2 is expressed in pre-migratory and migratory NCCs, neural crest-derived palate shelves, dorsal root ganglia, and somites. Genetic deletion of *Rbfox2* using *Pax3^Cre/+^* or *Wnt1^Cre/+^* mouse strains affected neural crest cells and their derivatives, causing severe craniofacial defects including cleft palate. We show that cleft palate defect was due to impaired palate cell proliferation and not due to cell death or impaired NCCs migration. To examine the effect of *Rbfox2* deletion on cranial NCCs, we examined the cranial NC-derived craniofacial skeletons and found that majority of the NC-derived bones were affected in *Rbfox2* mutants.

NCCs contribute to the formation and septation of the cardiac OFT, as well as patterning and remodeling of aortic arch arteries. In contrast to a fully penetrant cleft palate and craniofacial bone defects, no cardiac defects were observed in *Rbfox2* mutants. This surprising finding led us to investigate if Rbfox2 is expressed during OFT development. We found Rbfox2 expression was not detected in the NC-derived cardiac tissues; thereby explaining the lack of OFT defects. NCCs also contribute to the peripheral tissues such as nervous systems, thymus, adrenal gland and others (Dupin and Sommer, 2012). With the exception of cranial nerves, all other neural crest-derived tissues analyzed develop grossly normal, suggesting that Rbfox2 may not be or only transiently expressed in these NC-derived tissues. These findings indicate that *Rbfox2* is required for the development of a narrow subset of the NCCs.

Since *Pax3^Cre^* is also active in non-neural crest-derived tissues such as somites and limb and diaphragm muscles (Bajard et al., 2006; Engleka et al., 2005), we included these tissues in our analysis. In contrast to the controls, ectopic bone formation and fusion of vertebral bodies was observed in *Rbfox2^Pax3-CKO^* embryos, most likely the reason for the straight vertebral column. As the metameric organization of the axial skeleton is derived from the somites, these results demonstrate that *Rbfox2* in the somites is necessary for proper development of the vertebral column. No obvious defects in the limb and diaphragm muscles were observed. Since both *Rbfox1* and *Rbfox2* are co-expressed in skeletal muscle, it is possible that *Rbfox1* is able to compensate for the loss of *Rbfox2*, thus preventing any developmental defects. Recently, Singh et al. (2018) generated skeletal muscle-specific Rbfox1/2 double knockout and observed a severe reduction in muscle mass, suggesting functional redundancy.

Splicing is a tightly regulated process required for increasing the transcriptome complexity using a finite set of genes, (Baralle and Giudice, 2017; Revil et al., 2010). It enhances proteomic diversity by increasing the number of distinct mRNAs transcribed from a single gene. Depending upon the type of tissues and organs, subtle changes in mRNA by splicing may alter RNA stability and/or function, protein interaction networks by either removing or inserting protein domains, subcellular localization and gene expression (Baralle and Giudice, 2017; Garcia-Blanco et al., 2004; Revil et al., 2010). Genetic mutations in splicing regulators have been reported in various human diseases (Cieply and Carstens, 2015; Garcia-Blanco et al., 2004). Here, we not only demonstrate that *Rbfox2* is essential for the development of tissues derived from NCCs, but also uncover over 100 Rbfox2-dependent splicing events that occur during neural crest development.

RNA sequencing analysis revealed that *Rbfox2* deletion altered splicing and expression of genes involved in the neural crest or craniofacial development. For example, *Map3k7* encodes transforming growth factor β (TGF-β)-activated kinase 1 (Tak1) required for the proliferation of palatal mesenchymal cells. Neural crest-specific deletion of *Tak1* results in the cleft palate (Song et al., 2013; Yumoto et al., 2013). Fibronectin 1 (*Fn1*), which is a component of the extracellular matrix, has various alternatively spliced variants. Wang et al. recently demonstrated that neural crest-specific deletion of *Fn1* leads to the cleft palate development (Wang and Astrof, 2016). Reduced expression of both *Map3k7* and *Fn1* was observed in *Rbfox2* mutant tissues. We also identified a number of candidate genes that are novel and their role in neural crest/craniofacial development has not been established. In the present study, in addition to changes in splicing, we also identified 56 genes that are differentially expressed between control and *Rbfox2* mutant embryos. A number of genes implicated in craniofacial bone development such as *Igf1*, *Wnt5a, Fn1,* and *Aldh1a2* etc. were downregulated in *Rbfox2* mutants (Halilagic et al., 2007; Lohnes et al., 1994; Yamaguchi et al., 1999; Zhang et al., 2002). 

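The FPKM of *Igf1* (ENSMUSG00000020053, chromosome 10 of GRCm38 from 87858265 to 87937042) was 29.7 ± 5.04 (SD, n = 3) in controls and 25.2 ± 0.788 (SD, n = 3) in mutants, a log2 fold change of -0.22 (standard error 0.12). *Wnt5a* (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) was at 43.3 ± 5.50 and 37.7 ± 5.07 (SD, n = 3 each), with a log2 fold change of -0.20 (standard error 0.13). *Aldh1a2* (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243) was at 31.5 ± 6.17 and 25.2 ± 0.473 (SD, n = 3 each), with a log2 fold change of -0.29 (standard error 0.14). Each had an adjusted p of 1.00 in limma, and in each the control and mutant values overlapped. All 3 were slightly higher in the mutant of the first replicates, by 0.083, 0.16 and 0.022 on the log2 scale for *Igf1*, *Wnt5a* and *Aldh1a2*. In replicates 2 and 3 they were lower in the mutants, at -0.36, -0.37 and -0.45. Control replicate 2 was the highest of the 6 samples for each of them. Without it the log2 fold changes of *Igf1*, *Wnt5a* and *Aldh1a2* were -0.10, -0.10 and -0.18, and without control replicate 1 they were -0.34, -0.27 and -0.45, so each difference depends on which control is left out.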

We found that only five (*Meg3*, *Ccnl2*, *Smarca2*, *Tpm1,* and *Fn1*) of 56 differentially expressed genes were also alternatively spliced, suggesting that Rbfox2 regulates transcriptional gene networks apart from alternative splicing. This is not surprising considering Rbfox2 has been reported to regulate gene expression patterns by different mechanisms (Damianov et al., 2016; Fogel et al., 2012; Lee et al., 2016; Wei et al., 2016). For example, Rbfox2 can affect transcript stability by directly binding to the 3’UTR of target genes (Damianov et al., 2016; Lee et al., 2016). 

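Of these 5 genes, *Ccnl2* (ENSMUSG00000029068, chromosome 4 of GRCm38 from 155812489 to 155824543) had an FPKM of 45.4 ± 7.46 (SD, n = 3) in controls and 34.1 ± 5.09 (SD, n = 3) in mutants, a log2 fold change of -0.40 (standard error 0.15). It fell by a similar amount in the first replicates, -0.37, and in replicates 2 and 3, -0.41. *Smarca2* (ENSMUSG00000024921, chromosome 19 from 26605050 to 26778322) was at 64.3 ± 20.4 and 48.8 ± 11.0 (SD, n = 3 each), with a log2 fold change of -0.36 (standard error 0.27), which was -0.18 without mutant replicate 1 and -0.65 without control replicate 1. *Tpm1* (ENSMUSG00000032366, chromosome 9 from 67022590 to 67049406) was at 297 ± 75.8 and 213 ± 30.0 (SD, n = 3 each), with a log2 fold change of -0.45 (standard error 0.21), which was -0.29 without control replicate 2 and -0.67 without control replicate 1. In both genes the first replicates differed less, at -0.13 and -0.25, than replicates 2 and 3, at -0.47 and -0.55. The adjusted p of each of the 3 genes was 1.00 in limma. Under the replicate block the standard errors of *Ccnl2*, *Smarca2* and *Tpm1* were 0.092, 0.087 and 0.079. Their adjusted p-values from limma were then 0.741, 0.768 and 0.556. For single transcripts, the paper's list of Cuffdiff results gives *Ccnl2* at 0.47, *Smarca2* at 0.47 and *Tpm1* at 0.37 and 0.24 of the control. By quantitative PCR, not analysed here, the paper reports a significant reduction of *Smarca2*. From the small number of genes found in both kinds of analysis, the paper proposes that Rbfox2 regulates transcriptional gene networks apart from alternative splicing.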

Rbfox2 may affect gene expression by recruiting polycomb complexes to the DNA (Wei et al., 2016). Future work in this direction will help to determine the mechanism by which Rbfox2 regulates expression of neural crest genes. Recent studies have defined the transcriptional network required for regulating many aspects of cranial neural crest biology (Simões-Costa et al., 2014). However, the mechanisms by which splicing factors could be integrated into these gene regulatory networks need to be further explored.

The importance of both canonical and non-canonical TGF-β signaling pathways in craniofacial development, including secondary palate formation, has been studied extensively (Iwata et al., 2012; Massagué, 2012; Shim et al., 2009; Song et al., 2013; Yumoto et al., 2013). Canonical TGF-β signaling occurs via activation of receptor-regulated Smads (R-Smads) 2/3. However, non-canonical TGF-β signaling occurs via activation of the mitogen-activated protein kinase (MAPK) pathway, including TGF-β-activated kinase 1 (Tak1) (Massagué, 2012). TGF-β signaling is required in the NCCs to regulate cell proliferation during palatogenesis (Iwata et al., 2012; Song et al., 2013). In humans, altered TGF-β signaling pathway has been associated with both syndromic and non-syndromic cleft palates. For instance, mutations in either TGF-β receptor type I (*TGFBR1*) or type II (*TGFBR2*) are associated with Loeys-Dietz syndrome (Loeys et al., 2005; Mizuguchi et al., 2004). Patients with Loeys-Dietz syndrome have craniofacial malformations, including cleft palate, craniosynostosis and hypertelorism (Loeys et al., 2005; Mizuguchi et al., 2004). Similarly, patients with Marfan or DiGeorge syndrome develop craniofacial malformations from altered TGF-β signaling (Brooke et al., 2008; Kalluri and Han, 2008; Lindsay, 2001; Wurdak et al., 2005). In mice, neural crest-specific genetic inactivation of several TGF-β receptors in mice, including *BmprIa*, *Tgfbr1*, and *Tgfbr2* causes craniofacial deformities, including cleft palate (Dudas et al., 2006; Ito et al., 2003; Li et al., 2013). In the present study, we observed that *Rbfox2* deletion in NCCs affected the expression and splicing of a number of genes implicated in the TGF-β signaling pathway, leading to deregulated Rbfox2-TGF-β-Tak1 signaling axis. For example, *Map3k7* encoding Tak1 is differentially spliced and downregulated at both mRNA and protein levels in *Rbfox2* mutant cells. Tak1 expression, but not its activity, was significantly reduced in the palatal mesenchyme of *Rbfox2* mutant embryos.

Recent studies in mice demonstrated that Tak1 is required in the NCCs to activate both TGF-β-induced canonical (R-Smads) and non-canonical (p38 Mapk) pathways (Yumoto et al., 2013). Fn1, a positive regulator of TGF-β signaling, was downregulated at both mRNA and protein levels. Fn1 and its integrin receptor positively regulate TGF-β signaling by promoting the receptor complex formation on the cell surface (Tian et al., 2012). Fibronectin also regulates TGF-β by controlling the matrix assembly of latent TGF-β-binding protein-1 (Dallas et al., 2005). In a reciprocal manner, TGF-β1 induces Fn1 expression via a Smad independent pathway (Hocevar et al., 1999). Meg3 modulates the expression of TGF-β pathway genes by binding to the distal regulatory elements (Mondal et al., 2015). Similar to *Rbfox2* mutants, neural crest-specific deletion of *Map3k7* or *Fn1* leads to craniofacial defects including cleft palate (Song et al., 2013; Wang and Astrof, 2016; Yumoto et al., 2013). Chondrocyte-specific deletion of Tak1 results in severe chondrodysplasia with impaired ossification and joint abnormalities including tarsal fusion (Shim et al., 2009). Osteoblast-specific deletion of Tak1 results in clavicular hypoplasia and delayed fontanelle fusion (Greenblatt et al., 2010). Interestingly, loss of *Rbfox2* results in similar defects such as fused cervical bones, hypoplastic craniofacial bone, delayed ossification and fusion of cranial bones. Consistent with these findings, heterozygous mutations in *MAP3K7* cause cardiospondylocarpofacial syndrome, as characterized by craniofacial and cardiac defects including dysmorphic facial bones and extensive posterior cervical vertebral synostosis (Le Goff et al., 2016; Wade et al., 2016). Altogether, the striking similarities in craniofacial and skeletal phenotypes between *Tak1* and *Rbfox2* mutants suggest that Tak1 is a downstream target of Rbfox2 and it may significantly contribute to the phenotype observed in *Rbfox2* mutant embryos. Furthermore, restoration of TGF-β signaling by Tak1 overexpression can rescue the proliferation defects seen in *Rbfox2* mutant embryos. This indicates that Tak1 regulates neural crest-derived tissues downstream of Rbfox2. It is possible that other Rbfox2 target genes identified in our RNA-Seq screen may be responsible or contribute to the craniofacial phenotype present in *Rbfox2* mutant embryos. Thus, further functional characterization and investigation of their expression and splicing patterns are clearly warranted.

Since a single splicing factor affects the expression/splicing of numerous genes and displays profound downstream effects, changes in the expression levels of splicing factors must be tightly regulated during embryonic development (Baralle and Giudice, 2017; Revil et al., 2010). We found that expression of Rbfox2 in cranial NCCs is dependent on TGF-β signaling. Furthermore, Rbfox2 is required for TGF-β-Tak1 signaling axis in embryonic neural crest development. Given that altered TGF-β signaling is well studied in multiple human congenital malformations and syndromes, our observation may be relevant in human disease studies. In summary, we have provided evidence that Rbfox2 modulates neural crest development.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Rbfox2^flox/flox^*	(Gehman et al., 2012)	IMSR Cat# JAX:014090, RRID:IMSR_JAX:014090	
Genetic reagent (*M. musculus*)	*Pax3^Cre/+^*	(Engleka et al., 2005)	IMSR Cat# JAX:005549, RRID:IMSR_JAX:005549	
Genetic reagent (*M. musculus*)	*Wnt1^Cre2^*	(Lewis et al., 2013)	IMSR Cat# JAX:022137, RRID:IMSR_JAX:022137	
Genetic reagent (*M. musculus*)	*R26^mTmG/+^*	(Muzumdar et al., 2007)	IMSR Cat# JAX:007676, RRID:IMSR_JAX:007676	
Antibody	anti-Tak1 (mouse monoclonal)	Santa Cruz Biotechnology	Cat# sc-166562, RRID:AB_2140220	WB (1:300)
Antibody	anti-Fibronectin (mouse monoclonal)	Santa Cruz Biotechnology	Cat# sc-8422, RRID:AB_627598	WB (1:300)
Antibody	anti-β-actin (mouse monoclonal)	Santa Cruz Biotechnology	Cat# sc-47778, RRID:AB_626632	WB (1:1000)
Antibody	anti-pTak1 (rabbit polyclonal)	Cell Signaling Technology	Cat# 9339, RRID:AB_2140096	WB (1:500)
Antibody	anti-Smad2-C (rabbit monoclonal)	Cell Signaling Technology	Cat# 5339, RRID:AB_10626777	WB (1:500)
Antibody	anti-pSmad2-C (rabbit monoclonal)	Cell Signaling Technology	Cat# 3108, RRID:AB_490941	WB (1:500)
Antibody	anti-p38 Mapk (rabbit polyclonal)	Cell Signaling Technology	Cat# 9212, RRID:AB_330713	WB (1:500)
Antibody	anti-p-p38 Mapk (rabbit monoclonal)	Cell Signaling Technology	Cat# 4631, RRID:AB_331765	WB (1:500)
Antibody	anti-Rbfox2 (mouse monoclonal)	Abcam	Cat# ab57154, RRID:AB_2285090	WB (1:500), IF (1:25)
Antibody	anti-Ki67 (rabbit monoclonal)	Abcam	Cat# ab16667, RRID:AB_302459	IHC (1:100)
Antibody	anti-αSMA (mouse monoclonal)	Sigma-Aldrich	Cat# A2547, RRID:AB_476701	IHC (1:100)
Antibody	anti-Neurofilament (mouse monoclonal)	DSHB	Cat# 2H3, RRID:AB_531793	Wholemount staining (1:50)
Recombinant DNA reagent	pCMV5B-HA-Smad2 plasmid	Addgene	RRID:Addgene_11734	
Recombinant DNA reagent	pCMV5B-Flag-Smad3 plasmid	Addgene	RRID:Addgene_11742	
Recombinant DNA reagent	pCMV5B-Smad4 plasmid	Addgene	RRID:Addgene_11743	
Recombinant DNA reagent	pcDNA3-TAK1/F plasmid	Addgene	RRID:Addgene_44161	

### Mice

*Pax3^Cre/+^*, *Wnt1^Cre2^*, *Rbfox2^flox/flox^*, and *R26^mTmG/+^* mice were maintained on a mixed genetic backgrounds (Engleka et al., 2005; Gehman et al., 2012; Lewis et al., 2013; Muzumdar et al., 2007). *Rbfox2* mutant mice were generated by crossing the *Pax3^Cre/+^* mice with *Rbfox2^flox/flox^* mice (Engleka et al., 2005; Gehman et al., 2012). Resulting *Pax3^Cre/+^;Rbfox2^flox/+^* offspring were then back-crossed to *Rbfox2^flox/flox^* mice to obtain *Pax3^Cre/+^;Rbfox2^flox/flox^* (presented as *Rbfox2^Pax3-CKO^* throughout the manuscript) mice. Similarly, *Wnt1^Cre2^-*mediated neural crest-specific *Rbfox2* mutant mice were generated by crossing the *Wnt1^Cre2^* mice (Jackson Laboratory, 022137) with *Rbfox2^flox/flox^* mice (Gehman et al., 2012; Lewis et al., 2013). Resulting *Wnt1^Cre2^;Rbfox2^flox/+^* offspring were then back-crossed to *Rbfox2^flox/flox^* mice to obtain *Wnt1^Cre2^;Rbfox2^flox/flox^* (presented as *Rbfox2^Wnt1-CKO^* throughout the manuscript) mice. Control (*Rbfox2^flox/+^* or *Rbfox2^flox/flox^* or *Pax3^Cre/+^;Rbfox2^flox/+^* or *Wnt1^Cre2^;Rbfox2^flox/+^*) and mutant (*Pax3^Cre/+^;Rbfox2^flox/flox^* or *Wnt1^Cre2^;Rbfox2^flox/flox^*) embryos were harvested from timed pregnancies counting the afternoon of the plug date as E0.5. Embryos were dissected in PBS and fixed in 4% paraformaldehyde (PFA) solution in PBS. Genotyping was performed on DNA isolated from either yolk sacs or tail biopsies using following primers: 5’-ATTCTCCCACCGTCAGTACG-3’ and 5’-CGTTTTCTGAGCATACCTGGA-3’ for *Pax3^Cre/+^*; 5’-CAG CGC CGC AAC TAT AAG AG-3’ and 5’-CAT CGA CCG GTA ATG CAG-3’ for *Wnt1^Cre2^* and, 5’-AACAAGAAAGGCCTCACTTCAG-3’ and 5’-GGTGTTCTCTGACTTATACATGCAC-3’ for *Rbfox2^flox/flox^. R26^mTmG/+^* embryos were genotyped based on RFP expression (Muzumdar et al., 2007). Littermate embryos were analyzed in all experiments unless otherwise noted. The Institutional Animal Care and Use Committee (IACUC) at SingHealth and Duke-NUS Medical School approved all the animal experiments.

### Histology and immunohistochemistry

Whole embryos and isolated tissues were dissected in PBS, fixed in 4% paraformaldehyde (PFA) overnight at 4°C, followed by PBS washes and transferred to different gradients of ethanol for processing and paraffin embedding for sectioning. H and E staining was performed for gross histological analysis using standard procedures (Katz et al., 2012; Singh et al., 2010). Immunohistochemical analysis was performed on paraffin sections of PFA-fixed embryos. Primary antibodies used for whole mount or section immunohistochemistry were: anti-Rbfox2 (Fox2/RBM9) mouse monoclonal (Abcam ab57154), anti-Ki67 rabbit monoclonal antibody (Abcam, Cat. no. ab16667), anti-α-Smooth Muscle actin mouse monoclonal antibody (Sigma, Cat. No. A2547), and anti-2H3 mouse polyclonal (Iowa Hybridoma Bank, developed by T. M. Jessell and J. Dodd). Whole-mount immunostaining for neurofilament (2H3) was carried out as described previously (Meadows et al., 2013; Singh et al., 2005a; Singh et al., 2011). Briefly, endogenous peroxidase activity was blocked with 5% H2O2/methanol for 2 hr at room temperature. The anti-2H3 mouse polyclonal primary antibody (Iowa Hybridoma Bank, developed by T. M. Jessell and J. Dodd) was applied overnight at 4°C at a dilution of 1:200. The goat anti-mouse IgG-HRP secondary antibody (Santa Cruz, Cat. no. sc-2005) was applied overnight at 4°C at a dilution of 1:500. Detection of HRP activity was performed using a DAB kit (Vector Laboratories, SK-4100).

### Proliferation and TUNEL assay

Cell proliferation was evaluated by Ki67 immunohistochemistry (Abcam, Cat. no. ab16667) on E12.5 and E15.5 control and knockout palate sections. DAPI (Vector Laboratories) was used to stain the nuclei. For each genotype, images of 4–6 different sections of 3–4 independent embryos were used. Apoptosis was detected using In Situ Cell Death Detection Kit, Fluorescein (Roche, Cat no. 11684795910) following the manufacturer’s instructions.

### Alcian blue/Alizarin red and Von Kossa staining

Alcian Blue/Alizarin Red staining of bone and cartilage was performed as described previously (Singh et al., 2005b). Briefly, euthanized embryos were placed in tap water for 1–2 hr at 4°C. Embryos were placed in 65°C water for 30 s allowing easy removal of skin. Visceral organs were removed under the microscope and the embryos were placed in 100% ethanol for 2–3 days at room temperature. Cartilage staining was performed using Alcian blue solution (150 mg/L Alcian blue 8GX in 80% ethanol/20% acetic acid) for 2–3 days. Embryos were rinsed and post-fixed overnight in 100% ethanol. Bone staining was performed using Alizarin red solution (50 mg/L Alizarin red S in 0.5% KOH) for 1–2 days at room temperature. Embryos were incubated in 0.5% KOH until most of the soft tissues were digested. The 0.5% KOH solution was replaced with 20% glycerol in water and incubated at room temperature until tissues cleared completely. Imaging was done using an inverted Olympus dissecting microscope.

### RNA sequencing, data analysis and, RT-PCR validation

Craniofacial tissue was microdissected from E12.5 control and knockout embryos in cold PBS. Three independent biological replicates were used for each genotype group. Tissues were homogenized and RNA was isolated using a PureLink RNA Mini kit from Thermo Fisher (Cat. no. 12183018A). Sequencing libraries of poly(A)+RNA from 3 control and three mutant samples were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina) according to manufacturer’s instructions. Biological replicates were individually barcoded and pooled for paired-end sequencing using Illumina HiSeq4000 platform at the Genome Institute of Singapore. For each sample, approximately ~60–80 million paired-end reads of 151 bp were used for genome-guided alignment. Paired-end fastq sequence reads from each sample were aligned to mouse reference genome (GRCm38) using ultrafast RNA-seq aligner STAR (Dobin et al., 2013) with 82% average mapping rate and negligible ribosomal RNA contamination (<1%). Differential expression of genes and transcripts between controls and knockout samples were determined using two tools: MISO (Mixture of Isoforms) (Katz et al., 2010) and Cuffdiff (Trapnell et al., 2013). For Cuffdiff analysis, transcripts with FPKM >5 either in all control or all mutant samples were retained for further analysis. A similar filtering was employed for MISO where transcripts with assigned count >10 either in all control or all mutant samples were retained. Transcripts with log2 (fold change)>1 or <-1 and nominal p<0.05 were considered differentially expressed in Cuffdiff. Transcripts with delta PSI (percent spliced in)>0.2 or<−0.2 and Bayes factor >1 were similarly considered differentially expressed in MISO. The overlap of differentially expressed transcripts representing alternative splicing events between Cuffdiff and MISO was visualized via Venn diagrams (http://bioinfogp.cnb.csic.es/tools/venny/). For selected genes, Sashimi plots (https://software.broadinstitute.org/software/igv/Sashimi) were generated in MISO, depicting the distribution of raw RNA-Seq densities mapped to the exons and splice junctions of gene isoforms across control and mutant samples. A number of alternatively spliced genes were validated by RT-PCR as described previously (Singh et al., 2016). Briefly, for cDNA synthesis 1 ug of total RNA was used from craniofacial tissue samples. RNA was reverse-transcribed using random hexamer primed M-MLV reverse transcriptase (Promega, Madison, WI).

Primers used for RT-PCR analysis to detect splicing changes in Rbfox2 target genes are listed below.

Map3k7 Exon11-F: GAGCTTGGGAGCCTCTCGTG

Map3k7 Exon13-R: GGTTCTGTCCCAGTAACAGTC

Fn1 Exon21-F: GAGGTGACAGAGACCACAATTG

Fn1 Exon23-R: GTAAGCACTCCAGTGTCAGG

Uap1 Exon2-F: CGCACGAATGGAGCCTGTG

Uap1 Exon4-R: AACTCCTTCGTTGATTCCATTG

Postn Exon16-F: GTTCGTGGCAGCACCTTCAAAG

Postn Exon18-R: CCGTGGATCACTTCTGTCACCG

Primers used for RT-PCR analysis are listed below.

Map3k7 F: GTTCAAACCGAAATCGCATTG

Map3k7 R: CTTGTCGTTTCTGCTGTTGGC

Fn1 F: GAAGCAACGTGCTATGACGATG

Fn1 R: GTCTCTGTCAGCTTGCACATC

Smarca2 F: CTCCTGGACCAATTCTGGGG

Smarca2 R: CATCGTTGACAGAGGATGTGAG

Myl1 F: AAGATCGAGTTCTCTAAGGAGCA

Myl1 R: TCATGGGCAGAAACTGTTCAAA

Sfrs18 F: GGAGCAGTTCCGAATCCCC

Sfrs18 R: GCCTTCTTACCAGACCTTTGAG

### Primary palatal mesenchymal cell cultures

Palate shelves were dissected from E14.5 control and knockout embryos in cold PBS. Palate shelves were homogenized and plated on gelatin-coated culture plates. After 6–8 days, the cells were stimulated with 10 ng/ml recombinant TGFβ growth factors (PeproTech Cat no. #100–21) at different time points and harvested for western blot analysis. The neural crest origin and purity of cultures were confirmed by establishing cultures of embryos that carried a *Pax3^Cre/+^* knock in and a *Rosa26^mTmG/+^* reporter (*Pax3^Cre/+^; Rbfox2^flox/+^; Rosa26^mTmG/+^*). Majority of cultured cells are GFP positive demonstrating their neural crest origin. For inhibitor experiments, primary palatal mesenchymal cells were seeded with a density of 2 × 10^6^ cells/ml onto a 6-well plate and cultured in DMEM supplemented with 1% penicillin/streptomycin and 10% FBS. After 48 hr, cells were washed with PBS and starved overnight in basal medium supplemented with 1% FBS. Cells were then stimulated with/without recombinant TGFβ (10 ng/ml) in the presence/absence of SB203580 (5, 10 and 20 μM) (Selleckchem Cat no. #S1076), SIS3 (1, 5 and 10 μM) (Selleckchem Cat no. #S7959) or 5*Z*-7-Oxozeaenol (0.1, 1.0 and 5 μM) (R and D Systems Cat no. #3604) for desired time period (6 hr and 24 hr) and harvested for western blot analysis. For Tak1 rescue experiment, primary palatal mesenchymal cells were isolated from E14.5 control and knockout embryos and upon reached ~80% of confluence, knockout cells were transfected with control vector (pcDNA3) or pcDNA3-TAK1/FLAG (Addgene, Plasmid #44161) using Lipofectamine 2000 reagent (Thermo Scientific, catalog no. 11668–027), according to manufacturer’s protocol. Seventy-two hours after the transfection, cells were fixed with 4% paraformaldehyde and processed for Ki67 immunostaining. In a separate experiment, cell lysate was collected to detect the TAK1 and pTAK1 by western blot analysis.

### Western blot analyses

Micro-dissected palate shelves or cultured palate mesenchymal cells were washed with DPBS and lysed with RIPA buffer (Thermo Scientific, catalog no. 89901) containing 1:100 diluted protease and phosphatase inhibitor cocktail (Sigma). The cell lysates were centrifuged at 13,000 rpm for 10 min at 4°C and the supernatants were collected for immunoblot analyses. Total protein concentration was determined by using the Pierce BCA protein assay kit (Thermo Scientific, catalog no. 23225). Western blots were performed as described previously (Singh et al., 2019; Singh et al., 2016). Briefly, for western blotting, 20–25 μg of total protein samples were separated by SDS-PAGE and transferred to nitrocellulose membrane using a Trans-Blot Turbo system (Bio-Rad). Membranes were then blocked with 2–5% BSA in TBS containing 0.1% Tween (TBST) and subsequently incubated with primary antibodies diluted in TBST containing 2–5% BSA for overnight at 4°C. Blots were then washed in TBST and incubated for 1.5 hr at room temperature with the appropriate horseradish peroxidase-linked secondary antibodies (Santa Cruz). Immunoreactive bands were detected by chemiluminescence (Hiss GmbH, catalog no. 16026) using Gel Doc XR + System (Bio-Rad). Primary antibodies used were as follows: anti-Tak1 (1:300; Santa Cruz sc-166562), anti-pTak1 (1:500; Cell signaling 9339S), anti-Smad2-C (1:500; Cell signaling 5339), anti-pSmad2-C (1:500; Cell signaling 3108), anti-p38 Mapk (1:500; Cell signaling 9212), anti-p-p38 Mapk (1:500; Cell signaling 4631), anti-Fibronectin (1:300; Santa Cruz sc-8422), anti-Rbfox2 (1:500; Abcam ab57154) and anti-β-actin (1:1000; Santa Cruz sc-47778).

### Plasmids

Mouse Rbfox2 promoter (~1.7 kb) was amplified and cloned into pGL4.27 vector (Promega) using In-Fusion HD Cloning Kit (Clontech Cat no. 639645) for the luciferase assays. Expression vectors pCMV5B-HA-Smad2 (Addgene plasmid # 11734) (Eppert et al., 1996), pCMV5B-Flag-Smad3 (Addgene plasmid # 11742)(Labbé et al., 1998) and pCMV5B-Smad4 (Addgene plasmid # 11743)(Macías-Silva et al., 1996) were a gift from Jeff Wrana. Expression vector pcDNA3-TAK1/F was a gift from Xin Lin (Addgene plasmid # 44161) (Blonska et al., 2005).

### Luciferase assay

Luciferase assay was performed as previously described (Singh et al., 2016; Singh and Epstein, 2012). HEK293T cells are the most commonly used cell line for monitoring the activity of the TGF/SMAD signaling pathway. Briefly, HEK293T cells were seeded in 12-well plates for 24 hr before transfection. The Rbfox2 luciferase reporter plasmid along with other indicated plasmids (Smad2, Smad3 or Smad4) was co-transfected using FuGENE6 reagent (Promega, catalog no. E2691). To normalize transfection, 50 ng of lacZ expression plasmid was also transfected together with other indicated plasmids. Cell extracts were prepared 60 hr post-transfection using lysis buffer (Promega, catalog No. E3971). Luciferase activities were assayed using Luciferase Reporter Assay System kit (Promega, catalog no. E1500). Lysates were also assayed for b-galactosidase activity using the b-Galactosidase Enzyme Assay System (Promega, Cat. no. E2000). Luciferase reporter activity was normalized to b-galactosidase activity. The luciferase assay results were reproduced in at least three independent experiments. All experiments were performed in duplicate, and the representative data are shown in the bar graphs.

### ChIP and RNA immunoprecipitation assays

ChIP experiments were performed as previously described (Singh et al., 2016). ChIP assay was performed on either unstimulated or TGFb-stimulated palate mesenchymal cells using Smad2/3 antibody (Abcam, Cat. no. ab207447), according to Millipore Chip Assay Kit protocol with minor modifications (Catalog no #17–295). RNA-IP experiments were performed as previously described with minor modifications (Niranjanakumari et al., 2002).

### Statistical analysis

Statistical analyses were performed using the two-tailed Student's t-test. Data are expressed as mean ± SD. Differences were considered significant when the p-value was <0.05. One-way analysis of variance (ANOVA) was used to assess statistical differences between groups. Significant ANOVA results were further analyzed by Bonferroni's multiple comparisons test (*, p<0.05; **, p<0.01; ***, p<0.001; *NS*, not significant).

## Data Availability

RNA sequencing data have been deposited in GEO under accession code GSE127245. The following dataset was generated: CibiDMMiaMMShekeranSGYunLSSandireddyRGuptaPHotaMSeshachalamVPSunLGhoshSSinghMK2019Neural crest-specific deletion of splicing factor Rbfox2 leads to craniofacial abnormalities including cleft palateNCBI Gene Expression OmnibusGSE12724510.7554/eLife.45418PMC666329531241461

# Supplementary material for: Neural crest-specific deletion of Rbfox2 in mice leads to craniofacial abnormalities including cleft palate
**Source:** eLife. 2019 Jun 26;8:e45418. doi: 10.7554/eLife.45418
**Supplement:** Figure 5—source data 1.

**Figure 5- Source data 1.** A complete list of transcripts identified by MISO analysis.

# Supplementary material for: Neural crest-specific deletion of Rbfox2 in mice leads to craniofacial abnormalities including cleft palate
**Source:** eLife. 2019 Jun 26;8:e45418. doi: 10.7554/eLife.45418
**Supplement:** Figure 5—source data 2.

**Figure 5- Source data 2.** A complete list of transcripts identified by Cuffdiff analysis.

| **Gene_ID** | **Transcript_ID** | **Gene** | **Fold change (KO/Cont.)** | **p_value** |
| --- | --- | --- | --- | --- |
| ENSMUSG00000058835.14 | ENSMUST00000149719.7 | Abi1 | 4.26 | 0.0007 |
| ENSMUSG00000027750.16 | ENSMUST00000117373.7 | Postn | 3.49 | 0.00005 |
| ENSMUSG00000021709.14 | ENSMUST00000191275.6 | Erbb2ip | 3.48 | 0.00055 |
| ENSMUSG00000025290.16 | ENSMUST00000169826.1 | Rps24 | 3.42 | 0.0274 |
| ENSMUSG00000030704.14 | ENSMUST00000098252.4 | Rab6a | 2.76 | 0.0382 |
| ENSMUSG00000028284.13 | ENSMUST00000037607.10 | Map3k7 | 2.73 | 0.00015 |
| ENSMUSG00000026670.15 | ENSMUST00000111350.9 | Uap1 | 2.33 | 0.0008 |
| ENSMUSG00000023994.13 | ENSMUST00000162460.7 | Nfya | 2.29 | 0.0018 |
| ENSMUSG00000032374.14 | ENSMUST00000070522.13 | Plod2 | 2.23 | 0.00005 |
| ENSMUSG00000036435.13 | ENSMUST00000087133.10 | Exoc1 | 2.18 | 0.00115 |
| ENSMUSG00000021268.17 | ENSMUST00000129245.7 | Meg3 | 0.50 | 0.0015 |
| ENSMUSG00000031328.15 | ENSMUST00000033699.12 | Flna | 0.50 | 0.00005 |
| ENSMUSG00000029068.16 | ENSMUST00000139066.7 | Ccnl2 | 0.47 | 0.0014 |
| ENSMUSG00000024921.16 | ENSMUST00000025862.13 | Smarca2 | 0.47 | 0.0004 |
| ENSMUSG00000023008.18 | ENSMUST00000088233.12 | Fmnl3 | 0.45 | 0.00005 |
| ENSMUSG00000039953.13 | ENSMUST00000039144.6 | Clstn1 | 0.44 | 0.0223 |
| ENSMUSG00000023994.13 | ENSMUST00000078800.12 | Nfya | 0.43 | 0.00145 |
| ENSMUSG00000038074.16 | ENSMUST00000046520.12 | Fkbp14 | 0.42 | 0.0001 |
| ENSMUSG00000022139.16 | ENSMUST00000167459.1 | Mbnl2 | 0.42 | 0.00005 |
| ENSMUSG00000027750.16 | ENSMUST00000107985.9 | Postn | 0.41 | 0.00005 |
| ENSMUSG00000031078.15 | ENSMUST00000103079.3 | Cttn | 0.40 | 0.00005 |
| ENSMUSG00000027750.16 | ENSMUST00000073012.12 | Postn | 0.39 | 0.00005 |
| ENSMUSG00000002732.14 | ENSMUST00000176815.1 | Fkbp7 | 0.38 | 0.00145 |
| ENSMUSG00000026670.15 | ENSMUST00000111351.9 | Uap1 | 0.38 | 0.00005 |
| ENSMUSG00000032366.15 | ENSMUST00000113707.8 | Tpm1 | 0.37 | 0.00005 |
| ENSMUSG00000036435.13 | ENSMUST00000049469.12 | Exoc1 | 0.37 | 0.00005 |
| ENSMUSG00000002732.14 | ENSMUST00000002809.13 | Fkbp7 | 0.34 | 0.00005 |
| ENSMUSG00000028284.13 | ENSMUST00000080933.12 | Map3k7 | 0.33 | 0.00005 |
| ENSMUSG00000032374.14 | ENSMUST00000160359.1 | Plod2 | 0.33 | 0.00005 |
| ENSMUSG00000026193.15 | ENSMUST00000055226.12 | Fn1 | 0.26 | 0.00005 |
| ENSMUSG00000032366.15 | ENSMUST00000113685.9 | Tpm1 | 0.24 | 0.01175 |
| ENSMUSG00000029086.15 | ENSMUST00000087441.10 | Prom1 | 0.24 | 0.00455 |
| ENSMUSG00000086503.3 | ENSMUST00000127786.2 | Xist | 0.18 | 0.00005 |

How the deposited data were processed for this re-analysis (not part of the article)

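RNA-Seq was performed on microdissected craniofacial tissue of E12.5 embryos, 3 controls and 3 *Rbfox2* mutants. The samples were mapped to genotype and replicate number from their labels, which match the design in the methods. The authors prepared poly(A)+ stranded libraries, sequenced 151-nucleotide paired-end reads on 1 platform and aligned them with STAR to GRCm38. The methods name MISO and Cuffdiff for isoforms and expression, and the paper's text does not name the versions of STAR, MISO and Cuffdiff, the annotation release or the step that made the gene table. The authors deposited FPKM values, 1 per gene and sample for 38553 genes, in 6 tables of single samples and 1 table of all samples, which held the same values (0 differences). FPKM divides by gene length and by the number of mapped fragments, so long and short genes and deep and shallow samples are on 1 scale, but the read count behind each value is lost and no confidence interval for counting error was given.

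Of the gene identifiers, 95.0% were found in the GENCODE release for GRCm38 that was used for coordinates, strands and current symbols. Gene names were used as deposited. In 27 entries the name had been turned into a date, and these entries were tested by their identifier. Where genes overlap or share sequence, the step that assigned reads to genes is not described, so values of such genes are uncertain.

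The low FPKM values hold some information on depth. Among genes with an FPKM above 0 and under 0.05 in both samples of a pair, the ratio of the values was counted in log2 bins of 0.01. In the 6 pairs among replicates 2 and 3 of both groups, between 16.9% and 31.2% of 629 to 728 genes stood at 1 ratio, as whole reads would give. From these ratios, control replicate 3 and mutant replicates 2 and 3 had depths of 0.901, 0.847 and 0.818 relative to control replicate 2. In the 8 pairs of a first replicate with one of the other samples, no more than 1.58% of genes stood at 1 ratio, so no depth could be derived across them. Whole reads were not recovered and no count test was run.

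Genes with an FPKM over 5 in all control or all mutant samples, the filter that the methods state for Cuffdiff, were kept, which left 10061. Values were taken to log2(FPKM + 1), with a pseudocount of 1, and the groups were compared with limma 3.58.1 in R 4.3.3 with an intensity trend and no covariates, using all 6 samples. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The count of genes past an adjusted p of 0.05, the count past a log2 fold change of 1 in either direction with an unadjusted p under 0.05, the direction of the genes in Fig. 5K, and *Rbfox2* and *Pax3* were set as results before the data were examined. So were 12 lists of marker genes with 141 entries, tested with fry in limma on members with a mean FPKM over 1 and adjusted over the lists. The lists were neurons, forebrain progenitors, choroid plexus, erythroid cells, skeletal muscle, epithelium, endothelium, cartilage and bone, cranial mesenchyme, TGF-β response, proliferation and Y-linked genes. Genes named in the text are those that the paper names as changed in its RNA-Seq data, *Pax3* and *Xist*, and the 5 genes with the smallest p, since none passed the adjusted threshold. Other genes are named with a statement that they were chosen after their values were seen. Single genes were also compared by an exact two-sided permutation test, whose smallest p with 3 samples against 3 is 0.10.

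The control and mutant samples share replicate numbers. Deviations from the group means correlated at 0.64, 0.26 and 0.51 between the samples numbered 1, 2 and 3, across genes, which are not independent replicates. Samples with different numbers correlated at 0.23 and 0.40 for replicates 2 and 3 and between -0.68 and -0.37 where a first replicate was paired with another. The numbers therefore pair the samples mainly by setting the first replicates apart, and the pairing comes from these values. The methods state that littermates were analysed, but neither the paper nor the labels tie litters or days to the replicate numbers. The fit with the replicate number as a block is given where it changed a count by more than 1.5 times.

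The alternatives set before the data were examined were a pseudocount of 0.1, scaling of each sample by its median ratio, quantile normalization, the replicate block, an FPKM filter of 1 and no filter, limma without the trend, the mean of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) as a covariate, a minimum mean FPKM of 5 for marker genes, and each of the 6 samples left out in turn. Another 3 alternatives were added after the data were seen. They were a term for the first replicates, this term together with the Y-linked covariate, and a fit on replicates 2 and 3 only. The Y-linked covariate was also run for single genes and marker lists, and quantile normalization for marker lists, for which they had not been set before. With the Y-linked covariate, the difference between the groups rests mainly on mutant replicate 3, since the other mutants alone had Y-linked expression. For *Rbfox2* it was -0.83 with the covariate and -0.82 for mutant replicate 3 against the controls. The limma and fry steps were tested on simulated data first. Of 200 genes simulated with a log2 change of 1, 164 were recovered at an adjusted p under 0.05 among 9953 genes tested, with 13 false calls. With a log2 change of 2, 194 of 200 were recovered, with 16 false calls, and with no change there were 0 calls. The simulated noise was independent between samples, without the shared shift of the first replicates. Changes were put only into genes with higher means. These runs therefore do not give the power for changes as small as those of the genes in Fig. 5K, whose median size was 0.29. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

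Comparisons of transcripts and of isoform shares had been planned for the case that values per transcript were given, and were not analysed here. The UGCAUG motif, the RT-PCR, the quantitative PCR and the RNA immunoprecipitation are other data and were not analysed here.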

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

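The paper does not report on the sex of the embryos. Y-linked genes were looked at in every sample because they had been set as a covariate, and the test of *Xist* against them was set before the data were examined.

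The mean FPKM of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was 14.4 in mutant replicate 1 and 13.9 in mutant replicate 2, against 0.0247, 0.0541 and 0.0288 in control replicates 1, 2 and 3 and 0.0527 in mutant replicate 3. These are genes outside those that the paper discusses, with a signal above the level of every control. *Xist* ran opposite to them in 6 of 6 samples, with FPKM of 98.8, 116 and 73.7 in the controls, 0.383 and 0.330 in mutant replicates 1 and 2, and 52.7 in mutant replicate 3. A different mix of male and female embryos in the 2 groups may thus explain why *Xist*, which is in Figure 5—source data 2, was lower in the mutants, with a log2 fold change of -4.37 (standard error 1.34). A mislabelled sample would also move sex-linked genes, but *Rbfox2* was lower in every mutant than in every control, including the samples with Y-linked expression. Every control and 1 mutant lacked Y-linked expression. For genes that differ by sex, the mutation and the sex of the embryos cannot be separated well in these samples, and leaving out mutant replicate 3 alone raised the genes with an adjusted p under 0.05 in limma from 0 to 5, all of them Y-linked or *Xist*. With the Y-linked covariate the log2 fold change of *Xist* was -0.80 (standard error 0.26, adjusted p = 0.999 from limma), and with the term for the first replicates as well it was -0.77 (standard error 0.26, adjusted p = 0.725 from limma), against adjusted p-values from 0.000132 to 1.00 over its alternatives. This remainder rests on mutant replicate 3, the only mutant without Y-linked expression, so whether *Rbfox2* deletion itself changes *Xist* stays open.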

How the results depend on the processing

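The alternatives added after the data were seen were the term for the first replicates, that term together with the Y-linked covariate, and the fit on replicates 2 and 3 only. The Y-linked covariate was run later for single genes and marker lists, as was quantile normalization for marker lists. The other alternatives were set before the data were examined. The transcript comparisons that had been planned could not be computed from values per gene. The alternatives of the FPKM filter and of the limma trend were not run for single genes.

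*Rbfox2* was lower in the mutants under all 14 alternatives run for it, with log2 fold changes from -0.79 to -0.71 across the 6 fits that each left out one sample and adjusted p-values from 0.0296 to 0.954. It passed an adjusted p of 0.05 in limma under the term for the first replicates (-0.75) and in replicates 2 and 3 only (-0.82). The cause was not tested, though the term takes the first replicates out of the residual spread. *Pax3* was lower under all 14 alternatives, from -0.48 to -0.25, and passed the threshold under none.

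The count of genes with an adjusted p under 0.05 was 0 in the chosen fit, with 167 at an unadjusted p under 0.05. It was 3 with the term for the first replicates, 2 with that term and the Y-linked covariate, 4 in replicates 2 and 3 only, and from 0 to 5 across the 6 fits that each left out one sample. The 5 were reached without mutant replicate 3. In every other alternative it was 0. The count at an unadjusted p under 0.05 moved to 604 with the replicate block, 304 with an FPKM filter of 1, 663 with no filter, 611 with the term for the first replicates, 667 with that term and the Y-linked covariate, and 1130 in replicates 2 and 3 only. Across the fits that left out one sample it ran from 78 without control replicate 2 to 690 without control replicate 1. The lower filters test more genes, 13415 and 23063. For the other changes the cause was not tested. The 3 genes past a log2 fold change of 1 and an unadjusted p under 0.05 became 7 with an FPKM filter of 1, 10 with no filter, 6 with the Y-linked covariate, 20 with the term for the first replicates and the Y-linked covariate, and 9 in replicates 2 and 3 only. They ran from 3 to 10 across the fits that left out one sample, with 10 without mutant replicate 1.

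The genes of Fig. 5K lay in the drawn direction in 54 of 55 or more under each of the 15 alternatives run for them except without control replicate 2, where 51 did, so that the fits that left out one sample ran from 51 to 55. The count with an adjusted p under 0.05, adjusted over the list alone, was 1 and became 20 with the replicate block, 25 with the term for the first replicates, 10 with that term and the Y-linked covariate, and 55 in replicates 2 and 3 only. It ran from 1 to 37 across the fits that left out one sample, with 37 without control replicate 1 and 16 without mutant replicate 1. The list was chosen on these samples, so these counts are not independent evidence.

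Of the 12 marker lists, 0 passed an adjusted p of 0.05. The count was 1 with the term for the first replicates and the Y-linked covariate (erythroid cells, 0.88, adjusted p = 0.00218 from fry in limma, against 0.00218 to 0.877 over the alternatives of that list) and ran from 0 to 1 across the fits that left out one sample, with 1 (the Y-linked list) without mutant replicate 3. The list of neurons, which had an unadjusted fry p of 0.00722, was higher in the mutants under all 15 alternatives run for it, from 0.14 to 0.21. Its unadjusted p rose to 0.0421 with median-ratio scaling, 0.0836 with quantile normalization and 0.0909 with the Y-linked covariate.

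Among the other named genes, 3 of 308 comparisons reversed and 4 others moved past the threshold. *Map3k7* went from -0.039 to 0.032 with the Y-linked covariate and to 0.015 with that covariate and the term for the first replicates. *Postn* ran from -0.63 to 0.034 across the fits that left out one sample and was above 0 without control replicate 2. Of 178 comparisons of single marker lists, 9 reversed, all in fits that left out one sample. They ran from -0.058 to 0.41 for forebrain progenitors, -0.063 to 0.039 for endothelium, -0.20 to 0.13 for cartilage and bone, and -0.069 to 0.12 for proliferation. None of these lists had passed the threshold, and fewer samples entered each of these fits.

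Apart from the counts for Fig. 5K and at an unadjusted p under 0.05, the replicate block changed no call at an adjusted p of 0.05 among these results. It did change some standard errors. The log2 fold changes of *Uap1*, *Meg3*, *Myl1*, *Sfrs18*, *Smarca2*, *Igf1* and *Ttr* exceeded 2 standard errors with the block and not without it. Those of *Map3k7*, *Fn1*, *Postn*, *Plod2*, *Wnt5a* and *Lhx2* stayed below 2 standard errors with the block. Of the 4 splits of the samples that part all 3 pairs of replicate numbers, 2, the real one included, gave 604 or more genes at an unadjusted p under 0.05 with the block. The splits other than the real one gave 150, 304 and 1071 genes.

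The deposited files give no read counts, so the depth behind a value and its counting error are unknown. This limits low FPKM values most. The filter of 5 leaves out genes that are low in both groups. It keeps genes that are near 0 in some samples of a group, such as *Oc90* and *Xist*.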

Differences from the paper's values

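Bar heights in Fig. 5K were read by eye to 1 decimal, those of 11 genes (*Igfbpl1* and *Igf1* among them) before the values computed here were seen and the others after. The order of the genes in the drawing and their directions were read before.

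The paper reports 56 differentially expressed genes, and 0 of 10061 genes had an adjusted p under 0.05 in limma, with 167 at an unadjusted p under 0.05. The paper's text does not name the threshold for genes. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The largest count among them was 5, without mutant replicate 3. The alternatives chosen after the values were seen gave 3, 2 and 4 genes. Of the genes in Fig. 5K, *Rbfox2* was called at an adjusted p under 0.05 with the term for the first replicates and in replicates 2 and 3 only, both chosen after the values were seen. When adjusted over the list alone, 20 of 55 genes passed with the replicate block, 37 without control replicate 1, 16 without mutant replicate 1, 25 with the term for the first replicates, 10 with that term and the Y-linked covariate, and 55 in replicates 2 and 3 only.

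For 8 of the 55 bars that could be read, the log2 fold change over all samples lay further from the bar than the replicate SD. *Igfbpl1* was at 0.25 against about 0.8 in Fig. 5K, read by eye. *Commd6* was at 0.37 against about 0.6 in Fig. 5K, read by eye, *Rnd2* at 0.36 against about 0.6, *Tubb3* at 0.34 against about 0.5, and *Dpysl4* at 0.32 against about 0.4. *Igf1* was at -0.22 against about -0.4 in Fig. 5K, *Wnt5a* at -0.20 against about -0.4, and *Palld* at -0.23 against about -0.4. Of the 12 alternatives that were set before the data were examined and run for these bars, some moved the value to within the replicate SD over all samples, 2 for *Igfbpl1*, 4 for *Commd6*, 2 for *Rnd2*, 4 for *Tubb3*, 6 for *Dpysl4*, 3 for *Igf1*, 4 for *Wnt5a* and 4 for *Palld*. The fits without control replicate 1 and without mutant replicate 1 did so for all 8, and the Y-linked covariate for all but *Igfbpl1* and *Rnd2*. A pseudocount of 0.1 did so for *Commd6* and *Dpysl4*, the fit without control replicate 3 for *Tubb3*, *Dpysl4*, *Wnt5a* and *Palld*, and that without mutant replicate 2 for *Dpysl4*. In other fits the bar came within the replicate SD only because that SD was larger. This was so with the replicate block, which leaves the log2 fold changes as they are, for all but *Dpysl4*, with the Y-linked covariate for *Igfbpl1* and *Rnd2*, without control replicate 2 and without control replicate 3 for *Commd6*, with median-ratio scaling for *Dpysl4*, with quantile normalization for *Dpysl4* and *Wnt5a*, and with a pseudocount of 0.1 and without mutant replicate 2 for *Igf1*. Limma without the trend and the fit without mutant replicate 3 closed the gap for none. In replicates 2 and 3 only, chosen after the values were seen, the log2 fold changes were 0.73, 0.59, 0.55, 0.49, 0.38, -0.36, -0.37 and -0.38 in the same order of genes, and all but that of *Commd6* lay within the replicate SD. In the reading by eye, all 55 genes lay within 0.1 of their bars in that setting. Most of these bars were read after the values of that setting had been seen, so this is not independent evidence. Measured in pixels, as described below, the bar of *Meg3* was at about -1.47, against -1.23 in that setting. With the term for the first replicates the bars of *Tubb3*, *Wnt5a* and *Palld* came within the replicate SD only because it was larger, and that term with the Y-linked covariate moved all 8 values nearer, and both were chosen after the values were seen.

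The count of 8 bars depends on the fit. It was 31 without control replicate 2, of which 24 did not differ over all samples, 16 without mutant replicate 3, 9 without mutant replicate 2, 8 with median-ratio scaling, 8 without the limma trend, 7 with quantile normalization, 7 without control replicate 3, 5 with a pseudocount of 0.1, 2 with the replicate block, and 1 each with the Y-linked covariate, without control replicate 1 and without mutant replicate 1. In the alternatives chosen after the values were seen it was 7 with the term for the first replicates, 2 with that term and the Y-linked covariate and 2 in replicates 2 and 3 only.

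The count also depends on the reading. The bars were measured in pixels after the values were seen, which gave about 0.66, 0.50, 0.48, 0.45, 0.33, -0.32, -0.38 and -0.33 for these 8 genes in Fig. 5K, in the same order. With those heights 1 of the 55 bars, *Wnt5a*, lay further from the log2 fold change than the replicate SD. The pixel heights are rough, since 38 of 1485 pairs of bars came out against the drawn order, and they differed from the reading by eye by more than 0.1 for 7 bars. All but the difference of *Wnt5a* thus rest on the reading by eye.

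The paper states that *Map3k7*, *Fn1* and *Meg3* were significantly reduced in the RNA-Seq data. As whole genes they had log2 fold changes of -0.039, -0.36 and -0.94, each with an adjusted p of 1.00 from limma over all samples. The paper's statement also draws on spliced transcripts, which whole-gene values cannot test. Its list of Cuffdiff results gives transcripts of *Map3k7*, *Fn1* and *Meg3* at 0.33, 0.26 and 0.50 of the control. Another *Map3k7* transcript is listed at 2.73 times the control. By quantitative PCR, not analysed here, the paper reports a significant reduction of *Map3k7* and *Fn1*. *Meg3* passed a log2 fold change of 1 with an unadjusted p under 0.05 without control replicate 3 and without mutant replicate 1, and in replicates 2 and 3 only and with the term for the first replicates and the Y-linked covariate, both chosen after the values were seen. Of the other genes of Fig. 5K, *Myl1* and *Ttr* passed these thresholds without control replicate 1, and *Ttr* also with the term for the first replicates and in replicates 2 and 3 only, both chosen after the values were seen. Of the genes in the paper's list of Cuffdiff results, *Xist* had an adjusted p under 0.05 without mutant replicate 3, and *Fkbp7* under each of the 3 alternatives chosen after the values were seen. The paper counts 59 and 30 genes in its source data lists, and the lists hold 58 and 24 gene identifiers.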

Other observations

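The tests of the first replicates, of the order of the genes in Fig. 5K, of the genes near *Pax3*, of *Fkbp7* and *Fkbp14*, and the splits for the neuron list, for the unadjusted count and for the direction of the genes in Fig. 5K were chosen after the result was seen.

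Each split of the 6 samples into 3 and 3 was fitted in the same way. A count of 0 genes with an adjusted p under 0.05, or more, was found in 10 of the 10 splits, as it must be for a count of 0, so this tells nothing about chance. Of the 10 splits, 7 gave 3 or more genes past a log2 fold change of 1 with an unadjusted p under 0.05, and 6 gave 167 or more genes at an unadjusted p under 0.05. Among them were the 4 splits that put both first replicates on one side, with 2056, 977, 1923 and 1345 genes at an unadjusted p under 0.05 and 2, 2, 0 and 8 genes with an adjusted p under 0.05. In 2 of the 10 splits all 55 genes of Fig. 5K moved in the drawn directions or all against them, the other being the one that groups control replicate 1 with mutant replicates 2 and 3. With 10 splits, no result can be rarer than 1 in 10, so a grouping by chance cannot be told apart from an effect of genotype for the counts above 0.

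The first replicate of each group differed from replicates 2 and 3 more than the groups differed from each other. With a term for the first replicates, 3102 of 10061 genes, or 30.8%, had an adjusted p under 0.05 for that term in limma, 963 higher and 2139 lower in the first replicates. A candidate explanation is another conversion from reads to FPKM in the first replicates. At low FPKM, at most 1.58% of genes stood at 1 fixed ratio between a first replicate and another sample, against at least 16.9% between any 2 of the other 4 samples and 7.29% between the first replicates. Whole reads divided by the same gene length in every sample would give fixed ratios in all pairs. A gene length set for each sample would break these ratios too, and how the values were made is not described. A step of the quantification may thus have differed for the first replicates. This remains a hypothesis, found and tested on the same values, and how far it accounts for the 3102 genes was not tested. Other tissue proportions in the first dissections stay open as well. Between the first replicates and the others, 0 of the 12 marker lists had an adjusted p under 0.05, with skeletal muscle at -0.75 and forebrain progenitors at 0.33 on the log2 scale, and the smallest unadjusted p, for proliferation, was 0.0301. The paper states that the libraries were sequenced together, and the labels give no difference in run between replicates.

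The bars of Fig. 5K lay nearer to replicates 2 and 3 than to all 3 replicates, and the drawn values may leave out the first replicates. The genes are drawn by size from left to right, and this order does not depend on reading bar heights. Of 1485 pairs of the 55 genes, 0 were out of the drawn order in the mean difference in log2(FPKM + 1) of replicates 2 and 3. Over all 3 replicates 168 pairs were out of order, and 317 and 225 with replicate 2 or replicate 3 of each group left out instead. This scale, set before the data were examined, gave the fewest of 3 scales looked at. With log2 ratios of the mean FPKM, 10 pairs were out of order in replicates 2 and 3 and 190 over all replicates, and with 1 added to the FPKM 7 were out of order in replicates 2 and 3. *Ttr* had a difference of 4.06 in replicates 2 and 3 and of 2.37 over all replicates, and *Lhx2* of 0.93 and 0.41. The legend gives 3 embryos per group for the RNA-Seq analysis, and the paper does not report that samples were left out of this panel. How the 56 genes were chosen stays unknown. Some cut-offs on log2 fold change, p and mean FPKM in replicates 2 and 3 were tried, and none returned these genes. Values as in the drawing could also have been made in other ways that give the same order.

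The genes of Fig. 5K that were higher in the mutants include neural and globin genes, and those that were lower include muscle genes. More brain tissue, more blood cells or less muscle in the mutant samples could move such genes. The marker lists, which hold 0 genes of Fig. 5K, were used to test this. The fry p was 0.576 for forebrain progenitors (mean log2 fold change 0.19), 0.388 for erythroid cells (0.33) and 0.351 for skeletal muscle (-0.43), and the adjusted p-values were 0.768, 0.582 and 0.582. With the term for the first replicates and the Y-linked covariate, chosen after the values were seen, the erythroid list alone passed, at 0.88. These tests leave the explanations open, since the samples within each group differ from one another. Forebrain progenitors had means of 4.96, 4.02 and 4.54 in controls and 4.67, 4.79 and 4.61 in mutants, in log2(FPKM + 1), and turned to -0.058 without control replicate 2. Across the fits that left out one sample, skeletal muscle ran from -0.78 without control replicate 1 to -0.078 without control replicate 2, and erythroid cells from 0.17 to 0.58. The list of neurons was higher in all 3 mutants than in all 3 controls, by 0.18, with a fry p of 0.00722 and an adjusted p of 0.0867. It failed the correction, and 1 of the 10 splits, the real one, gave as small a p, which is the smallest share that 10 splits allow. The p also depended on the scaling, at 0.0421 (adjusted p = 0.505) with median-ratio scaling and 0.0836 (adjusted p = 0.616) with quantile normalization, and was 0.0909 (adjusted p = 0.694) with the Y-linked covariate, all from fry in limma. Over all alternatives the adjusted p ran from 0.0599 to 0.694. For the remaining lists the mean log2 fold change and unadjusted fry p were 0.35 and 0.241 for choroid plexus, -0.19 and 0.336 for epithelium, -0.014 and 0.851 for endothelium, -0.065 and 0.727 for cartilage and bone, -0.084 and 0.309 for cranial mesenchyme, -0.069 and 0.353 for the TGF-β response, 0.015 and 0.896 for proliferation, and 2.53 and 0.113 for the Y-linked genes.

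*Fkbp7* and *Fkbp14*, which the paper lists in Figure 5—source data 2 but does not discuss, had the smallest and the third smallest p of all genes tested. Their FPKM were 20.7, 25.9 and 26.7 in controls and 7.88, 10.4 and 7.95 in mutants for *Fkbp7*, and 15.2, 15.8 and 14.0 and 8.60, 7.47 and 6.45 for *Fkbp14*. A different mix of male and female embryos in the 2 groups was tested as the cause. With the Y-linked covariate and the term for the first replicates, the log2 fold change was -1.62 for *Fkbp7* (standard error 0.085, adjusted p = 0.0232 from limma) and -1.08 for *Fkbp14* (standard error 0.11, adjusted p = 0.144 from limma). With the Y-linked covariate alone it was -1.50 (standard error 0.21, adjusted p = 0.935 from limma) and -1.11 (standard error 0.13, adjusted p = 0.842 from limma). Mutant replicate 3, the only mutant without Y-linked expression, differed from the controls by -1.50 and -1.10, so these fits rest mainly on 1 sample and leave sex open for both genes. Over the alternatives, adjusted p-values ran from 0.0232 to 0.935 for *Fkbp7* and from 0.0574 to 1.00 for *Fkbp14*. Neighbouring and related genes, chosen after their values were seen, did not move with them. The log2 fold changes were 0.022 for *Plekha3* and 0.054 for *Plekha8*, which lie beside or overlap them, and -0.080 for *Fkbp9* and -0.049 for *Fkbp10*. Whether the fall of both genes comes from splicing or from transcription was not tested. On tissue proportions, the largest fall among the marker lists was -0.43 for skeletal muscle, and -0.78 without control replicate 1. The lists that fell overlapped between controls and mutants, while *Fkbp7* and *Fkbp14* did not. This argues against loss of a listed tissue as the full cause, and leaves tissues without a list open. A direct effect of *Rbfox2* deletion stays a hypothesis.

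*Pax3* (ENSMUSG00000004872, chromosome 1 of GRCm38 from 78101267 to 78197134) was measured because the Cre is a knock-in at *Pax3* that the mutants carry and the controls, by their labels, do not. Its FPKM was 10.6 ± 1.59 (SD, n = 3) in controls and 8.19 ± 0.536 (SD, n = 3) in mutants, with every mutant below every control (exact permutation test, two-sided, p = 0.10, the smallest p possible). The log2 fold change was -0.33 (standard error 0.12, adjusted p = 1.00 from limma), -0.033 between the first replicates and -0.48 in replicates 2 and 3. A loss of the transcripts of 1 copy in 2 would give -0.88 on this scale, and the measured fall was smaller than that by more than 3 standard errors. A plain loss of 1 transcribed copy, with nothing else changed, is thus not what the values show. They cannot tell whether 1 working copy of *Pax3* was lost. By the labels every mutant and no control carries the Cre allele, so its effects cannot be separated from those of *Rbfox2* deletion. Transcripts of the knock-in allele that still cover *Pax3* exons were not analysed here. DNA carried along with the *Pax3* Cre allele could also change genes near *Pax3*. Within 10 Mb, 3 of 68 genes had an unadjusted p under 0.05, against 162 of 9936 other genes (Fisher's exact test, two-sided, p = 0.102), which leaves this open. The 3 genes, named after their values were seen, were *Resp18* (log2 fold change 0.51, standard error 0.10), *Stk36* (0.33, standard error 0.13) and *Serpine2* (-0.23, standard error 0.097), which is also in Fig. 5K. *Fn1* lies 6.53 Mb from *Pax3*.

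*Myl1* and *Sfrs18* (now *Pnisr*), which the paper reports as significantly reduced by quantitative PCR, are also in Fig. 5K. In the FPKM values *Myl1* was at 36.9 ± 21.4 in controls and 22.1 ± 7.25 in mutants (SD, n = 3 each), with a log2 fold change of -0.58 (standard error 0.47), which was -0.17 without control replicate 2 and -1.10 without control replicate 1. It was -0.14 between the first replicates and -0.81 (standard error 0.19) in replicates 2 and 3. *Sfrs18* was at 44.3 ± 15.5 and 31.5 ± 13.6 (SD, n = 3 each), with a log2 fold change of -0.50 (standard error 0.33), which was -0.25 without control replicate 1 and -0.82 without mutant replicate 1. It was -0.36 between the first replicates and -0.57 (standard error 0.15) in replicates 2 and 3. Over all samples both had an adjusted p of 1.00 from limma. Under the replicate block the standard errors of *Myl1* and *Sfrs18* were 0.17 and 0.10, with adjusted p-values of 0.801 and 0.656 from limma.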
